# Seamless and non-destructive monitoring of extracellular microRNAs during cardiac differentiation from human pluripotent stem cells

**DOI:** 10.1016/j.stemcr.2023.08.011

**Published:** 2023-09-21

**Authors:** Otoya Sekine, Sayaka Kanaami, Kanako Masumoto, Yuki Aihara, Yuika Morita-Umei, Hidenori Tani, Yusuke Soma, Tomohiko C. Umei, Kotaro Haga, Taijun Moriwaki, Yujiro Kawai, Masatoshi Ohno, Yoshikazu Kishino, Hideaki Kanazawa, Keiichi Fukuda, Masaki Ieda, Shugo Tohyama

**Keywords:** microRNA, differentiation, maturation, human induced pluripotent stem cell, mesoderm, cardiomyocytes, regenerative therapy

## Abstract

Monitoring cardiac differentiation and maturation from human pluripotent stem cells (hPSCs) and detecting residual undifferentiated hPSCs are indispensable for the development of cardiac regenerative therapy. MicroRNA (miRNA) is secreted from cells into the extracellular space, and its role as a biomarker is attracting attention. Here, we performed an miRNA array analysis of supernatants during the process of cardiac differentiation and maturation from hPSCs. We demonstrated that the quantification of extracellular miR-489-3p and miR-1/133a-3p levels enabled the monitoring of mesoderm and cardiac differentiation, respectively, even in clinical-grade mass culture systems. Moreover, extracellular let-7c-5p levels showed the greatest increase with cardiac maturation during long-term culture. We also verified that residual undifferentiated hPSCs in hPSC-derived cardiomyocytes (hPSC-CMs) were detectable by measuring miR-302b-3p expression, with a detection sensitivity of 0.01%. Collectively, we demonstrate that our method of seamlessly monitoring specific miRNAs secreted into the supernatant is non-destructive and effective for the quality evaluation of hPSC-CMs.

## Highlights

• Extracellular miR-489-3p could be an indicator of mesoderm differentiation
• Extracellular miR-1/133a-3p levels correlated with cardiac differentiation efficiency
• Extracellular let-7c-5p levels showed a great increase with cardiac maturation
• miR-302b-3p was useful for the non-destructive detection of residual hPSCs

## Introduction

Severe heart failure is a common ailment globally. Although several drug- and device-based therapies are being developed, currently, the only treatment that can fundamentally improve severely reduced heart function is heart transplantation, because the impaired heart does not self-regenerate. Unfortunately, because heart transplantation cannot become a standard treatment because of donor shortages, alternative treatments are required (Khush et al., 2018). Cardiac regenerative therapy using human pluripotent stem cells (hPSCs) is a novel technique that is currently attracting attention (Kawaguchi et al., 2021; Shiba et al., 2016; Takahashi et al., 2007) and rapidly advancing into clinical realization. However, hundreds of millions of cells are needed to treat a single patient with heart failure. Thus, developing a quality evaluation method for cardiomyocytes (CMs) derived from hPSCs is indispensable. Particularly, detecting residual undifferentiated hPSCs, which may cause teratoma after transplantation, is vital (Miura et al., 2009; Sekine et al., 2020). In addition, the differentiation of a large number of hPSC-derived CMs (hPSC-CMs) required for transplantation is expensive, and the cardiac differentiation efficiency is inconsistent, despite recent advances in the differentiation protocols. Hence, a method for monitoring the mesoderm and cardiac differentiation efficiency is also required to avoid unproductive large-scale culture with wasted costs and efforts (Morita et al., 2022). Moreover, because the maturity of hPSC-CMs affects the engraftment rate and arrhythmia after transplantation (Funakoshi et al., 2016; Wu et al., 2021), methods for evaluating the maturity of hPSC-CMs for transplantation are also required. However, generally, in the evaluation of the quality of final products, some cells are destroyed, indicating that the cells that will actually be transplanted cannot be evaluated directly, and many costly produced cells are required for quality evaluation. Therefore, the ideal scenario is to develop a non-destructive method for quality evaluation during mesoderm/cardiac differentiation and maturation from hPSCs.

MicroRNAs (miRNAs) are non-coding single-stranded ribonucleotides containing about 22 nucleotides that can bind to mRNA at the poly-adenylated tail end (3′-UTR) in the non-coding region to inhibit or promote its degradation (Ambros, 2004; He and Hannon, 2004; Huntzinger and Izaurralde, 2011). miRNAs are secreted from cells bound to specific proteins or encapsulated in exosomes (Turchinovich et al., 2011), and their biological function and role as a biomarker are being investigated (Creemers et al., 2012; Zhou et al., 2016). Many studies have shown that detecting miRNAs secreted in body fluids can be used as a diagnostic and prognostic tool for several diseases (Schwarzenbach et al., 2011; Vegter et al., 2016; Wang et al., 2011). As for their biological function, some miRNAs secreted from hPSC-derivatives or cardiac progenitor cells improve impaired cardiac function (Jung et al., 2017; Wang et al., 2019). We previously developed an efficient method for extracting miRNAs from the supernatant and accurately quantifying them (Masumoto et al., 2022) and hypothesized that quantifying the miRNA in the culture supernatant could be a useful, non-destructive method for quality evaluation during mesoderm/cardiac differentiation and maturation from hPSCs.

In this study, we investigated which miRNAs were the most suitable for the detection of residual undifferentiated hPSCs and monitoring mesoderm/cardiac differentiation and maturation, and eventually identified undifferentiated human induced PSC (hiPSC)-, mesodermal cell-, immature CM-, and matured CM-specific secreted miRNAs via a miRNA array analysis using supernatant samples during the mesoderm/cardiac differentiation and maturation process from hiPSCs. We also applied the findings to a clinical-grade hiPSC-CMs production system for regenerative therapy.

## Results

### miRNA array analysis of the supernatant during cardiac differentiation and maturation

First, we performed an miRNA array analysis to analyze the miRNAs secreted into the supernatant during the mesoderm/cardiac differentiation and maturation process from hiPSCs. Supernatant samples were collected on day −1, day 3, day 5, day 7, day 9, day 21, day 35, and day 51 (Figure 1A). We identified 925 miRNAs secreted in these supernatants, most of which overlapped among samples (Figure 1B). Principal component analysis showed that the miRNA profiles secreted into the supernatant changed dramatically during the mesoderm/cardiac differentiation and maturation process (Figure 1C). To identify the miRNAs useful for monitoring the mesoderm/cardiac differentiation and maturation process, the ratio of the expression of each miRNA at two specific time points was assessed. The miRNAs with a high ratio of day 3 to day −1 were used as markers for mesoderm differentiation, those with a high ratio of day 7 (or day 9) to day −1 were used as markers for cardiac differentiation, those with a high ratio of day 51 to day 9 (or day 21, day35) were used as markers for cardiac maturation, and those with a high ratio of day −1 to day 9 (or day 21) were used as markers for residual undifferentiated hiPSCs in hiPSC-CMs. From these data, we extracted the candidate miRNAs for each stage. Among those miRNAs with the highest ratios at the various stages, we selected miR-489-3p as a marker for mesoderm differentiation; miR-1-3p and miR-133a-3p as markers for cardiac differentiation; miR-208b-3p, let-7b-5p, and let-7c-5p as markers for cardiac maturation; and miR-302a-3p and miR-302b-3p as markers for residual undifferentiated hPSCs (Figure 1D). We then performed real-time RT-qPCR analyses for these miRNAs, confirmed by following the Minimum Information for Publication of Quantitative Real-Time PCR Experiment guidelines (Bustin et al., 2009). The linear dynamic changes between copy numbers and cycle threshold (Ct) values were observed from 1 × 10^3^ to 1 × 10^7^ copies for synthetic miR-489-3p, miR-1-3p, miR-133a-3p, miR-208b-3p, and let-7c-5p and from 500–10^7^ copies for synthetic miR-302b-3p and synthetic miR-302a-3p (Figure S1). Within this range, the measured Ct values were converted into absolute copy numbers using a standard curve generated from synthetic miRNAs.

**Figure 1:**
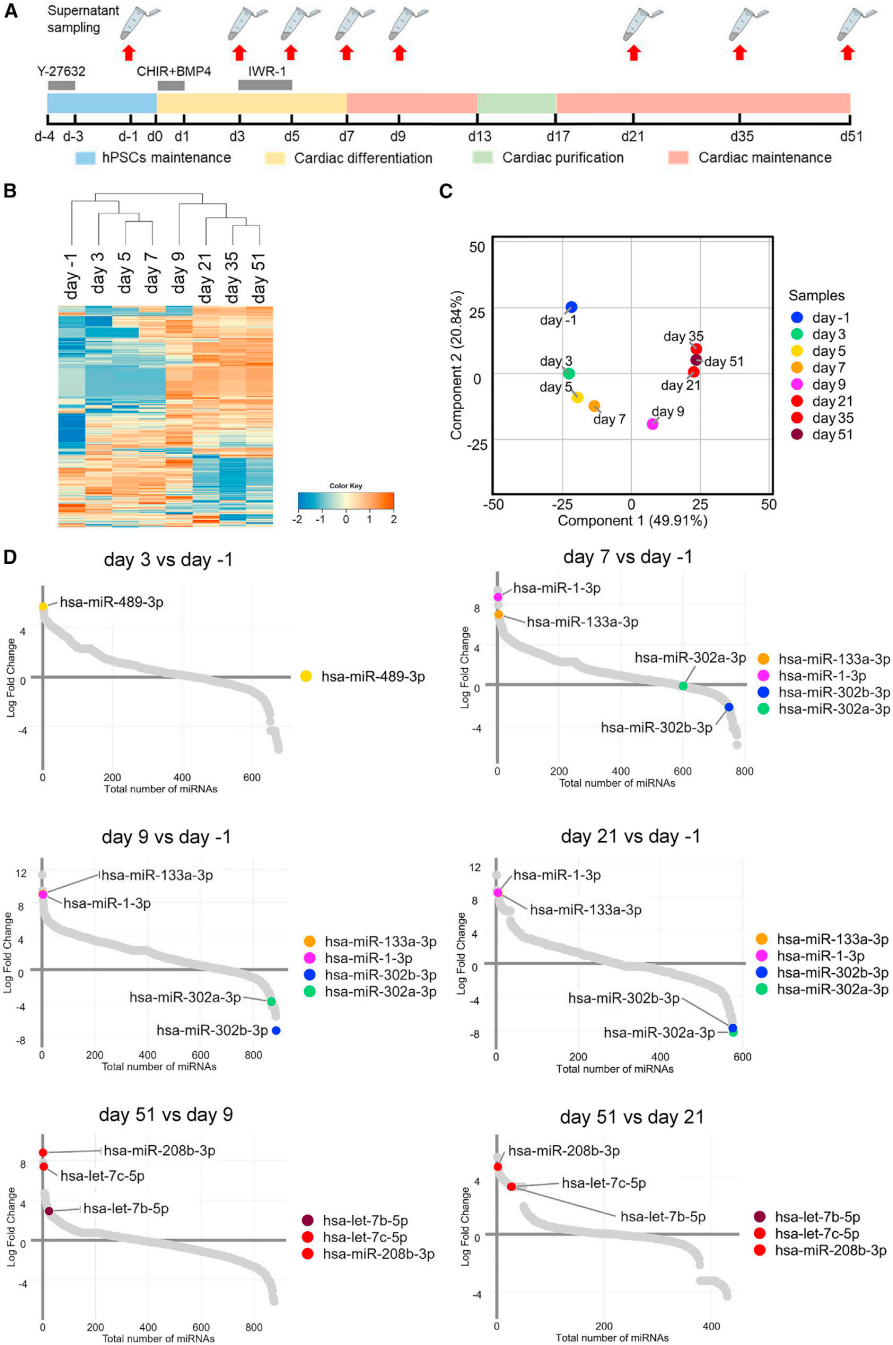
The profile of miRNAs secreted into the supernatant during cardiac differentiation verified by miRNA array analysis (A) Differentiation protocol for cardiac differentiation from hiPSCs (253G4) and the timing of supernatant collection are shown. (B) Heatmap showing the changes in expression levels of all miRNAs detected in the supernatant during cardiac differentiation. (C) Principal component analysis showing stepwise changes in the profile of miRNAs secreted into the supernatant during cardiac differentiation. (D) The ratio of each miRNA’s expression in the supernatant between two specific time points arranged in descending order. miRNAs with particularly high ratios are selected.

### Monitoring of mesoderm and cardiac differentiation

To investigate whether the expressions of miR-489-3p, miR-1-3p, and miR-133a-3p change according to the differentiation efficiency, we measured the levels of miRNAs secreted in the supernatant during mesoderm and cardiac differentiation from hiPSCs using RT-qPCR. For efficient cardiac differentiation, we sequentially supplemented GSK3β inhibitor (CHIR99021), bone morphogenic protein (BMP) 4, and Wnt inhibitor (IWR1) to RPMI medium plus B27 without insulin. Subsequently, to control the differentiation efficiency, we induced CMs with or without CHIR99021, BMP4, and IWR1 and eventually divided the cells into three groups: high differentiation efficiency (group H), intermediate differentiation efficiency (group I), and low differentiation efficiency (group L) (Figure 2A). To confirm mesoderm differentiation, immunofluorescence staining for Brachyury T, MIXL1, and EOMES was performed after differentiation. The results showed that almost all cells were positive for Brachyury T, MIXL1, and EOMES in groups H and I (H/I), whereas no positive cells were detected in group L (Figures 2B and S2A). The mesoderm differentiation efficiency, i.e., the proportion of Brachyury T-positive cells in immunofluorescence-stained images for hiPSCs (253G4), was 77.3% ± 14.4% in group H/I and 0% in group L (Figure 2C). We also performed RT-qPCR to detect the expression levels of *MESP1*, *EOMES*, and *MIXL1* on day 3 and observed high expression of these markers in group H/I but no or poor expression in group L (Figure S2B). Moreover, because CD13 is known as one of cardiac mesoderm markers (Skelton et al., 2016), we evaluated CD13-positive cells using flow cytometry and observed a high proportion of CD13-positive cells in group H/I (63.4% ± 0.5%), whereas few cells were positive in group L (0.9% ± 0.3%) on day 3 after differentiation (Figures S2C and S2D). We also examined the tri-lineage differentiation ability and pluripotent marker gene expression of the two groups on day 3 using Scorecard assays, which generate an algorithmic score based on the expression of 96 genes analyzed via qPCR (Bock et al., 2011). Group H/I showed higher mesoderm scores and lower scores for pluripotency. In contrast, group L showed lower mesoderm scores and higher ectoderm scores (Figures S2E and S2F). These results indicate that group H/I was well differentiated predominantly in the mesoderm lineage and group L showed the tendency of ectoderm differentiation. Notably, miR-489-3p expression level in the supernatant during the differentiation process increased sharply on day 3 in group H, whereas there was no increase in group L (Figure 2D). Based on the data of Scorecard assays in group L, we also performed neural differentiation from hiPSCs as a representative of ectodermal differentiation and confirmed that increased miR-489-3p expression was not observed during neural differentiation (Figures 2E and S2G). In addition, for other mesoderm cell lineages, miR-489-3p expression was significantly increased during endothelial cell differentiation from hiPSCs on day 3 after differentiation (Figures S2H and S2I). We also assessed intracellular miR-489-3p expression during cardiac differentiation from hiPSCs and observed a marked increase on day 3 (Figure S2J). These results indicate that miR-489-3p is useful for monitoring mesoderm differentiation.

**Figure 2:**
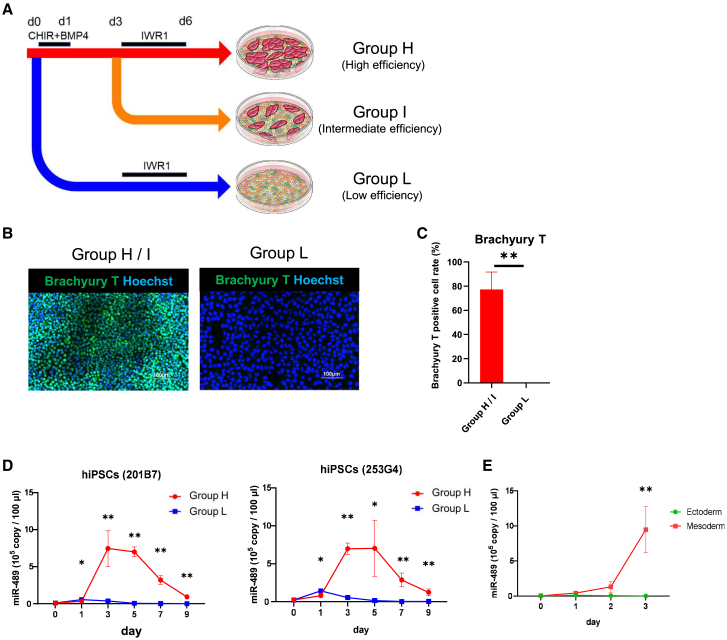
Changes in the levels of miR-489-3p secreted into the culture supernatant during mesoderm and cardiac differentiation (A) Mesoderm and cardiac differentiation protocol induced with or without CHIR99021, BMP4, and IWR1, and divided into three groups: high differentiation efficiency (group H), intermediate differentiation efficiency (group I), and low differentiation efficiency (group L). (B) Immunostaining for Brachyury T (green) and Hoechst (blue) in group H/I and L on day 1 differentiated from hiPSCs (253G4). Scale bar, 100 μm. (C) Mesoderm differentiation efficiency described by measuring the Brachyury T-positive cell proportion (n = 3 independent experiments for 253G4 cell lines). (D) miR-489-3p levels in the culture supernatant during cardiac differentiation in groups H and L (n = 3 independent experiments for both the 201B7 and 253G4 cell lines). (E) miR-489-3p levels in the culture supernatant during neural and cardiac differentiation from hiPSCs (n = 3 independent experiments for 253G4 cell lines). Data are presented as mean ± SD; ^∗^p < 0.05; ^∗∗^p < 0.01. All p values are determined with a ratio-paired t test.

In addition, to confirm cardiac differentiation in groups H, I, and L, cardiac differentiation efficiency was determined by measuring the proportion of cardiac troponin T-positive cells via flow cytometry on day 10 after differentiation. The percentage positivity was 94.0% ± 1.4% (201B7) and 86.8% ± 10.5% (253G4) in group H, 23.1% ± 20.7% (201B7) and 40.8% ± 25.0% (253G4) in group I, and 0.2% ± 0.1% (201B7) and 0.1 ± 0.2% (253G4) in group L (Figures 3B and 3C). The proportion of cardiac MLC2a-positive cells, determined via flow cytometry, tended to be generally consistent with that of cTnT-positive cells for each group on day 10 (Figures S3B and S3C). In addition, immunofluorescent staining for several cardiac markers (cTnT, α-actinin, MLC2a, and cTnI) showed that the percentage of cardiac marker-positive cells was significantly higher in group H than in group I, and almost non-existent in group L on day 10 after differentiation (Figures 3A and S3A). We performed RT-qPCR to detect the expression levels of *TNNT2*, *ACTN2*, and *MYL7* and observed high expression of these markers in group H, moderate expression in group I, and poor expression in group L (Figure S3D). The RT-qPCR data showed that the expression level of miR-1-3p in the supernatant during cardiac differentiation transiently increased on day 7, then dramatically decreased on day 8. In contrast, miR-133a-3p expression in the supernatant increased continuously from days 7–8. The expression levels of both miRNAs were significantly different between group H/I after day 7 (Figure 3D). Intracellular miR-1-3p and miR-133a-3p expression levels were also evaluated and showed the same trend as in the supernatant (Figure S3E). The coefficient of determination for the correlation between the cardiac differentiation efficiency and the expression levels of miR-1-3p and miR-133a-3p in the supernatant on day 7 were 0.7061 and 0.8018, respectively, for 201B7 hiPSCs, and 0.5731 and 0.4815, respectively, for 253G4 hiPSCs (Figure S3F). These results indicate that measuring extracellular miR-1-3p and miR-133a-3p levels is useful for monitoring cardiac differentiation efficiency.

**Figure 3:**
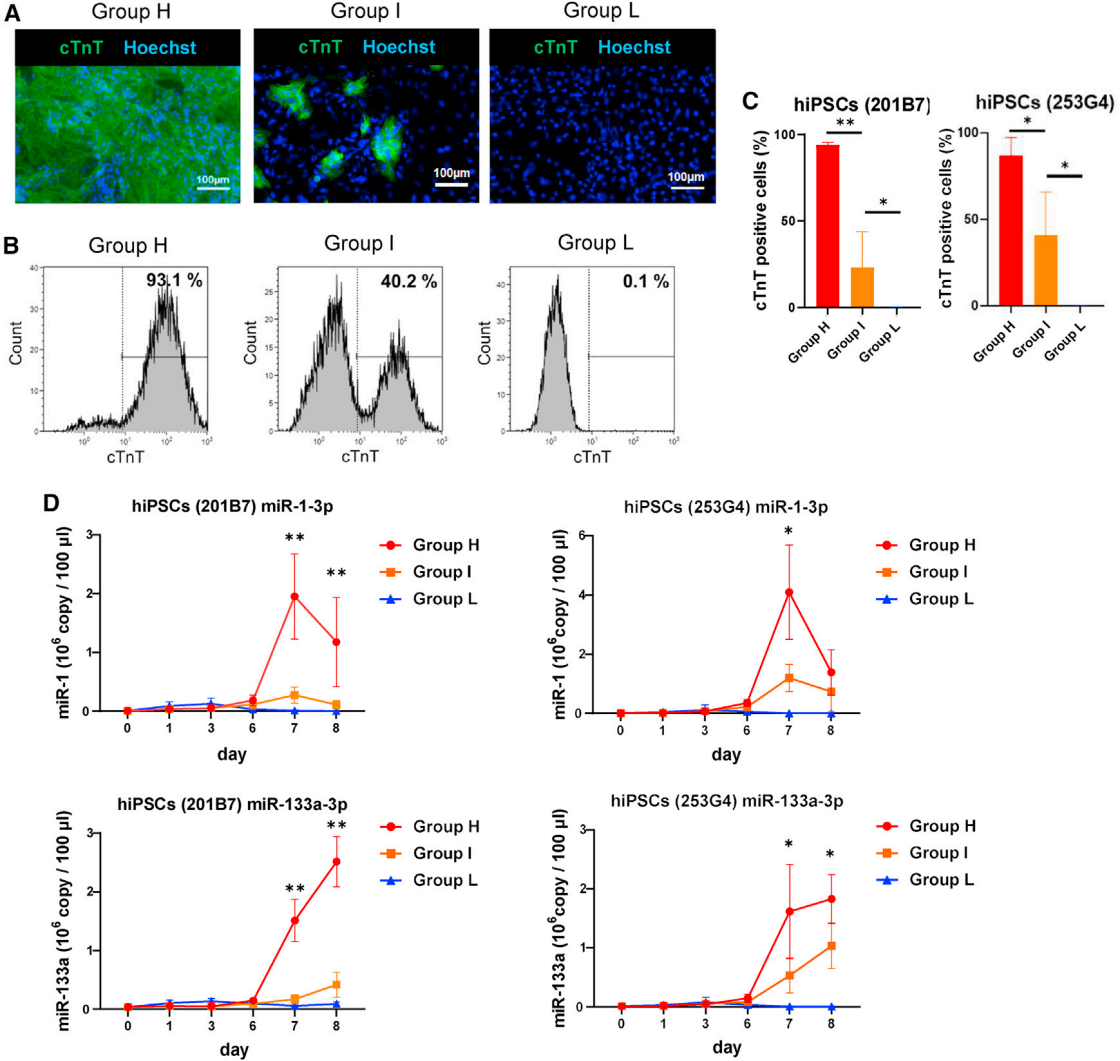
Changes in the levels of miR-1-3p, and miR-133a-3p secreted into the culture supernatant during cardiac differentiation (A) Immunostaining for cardiac troponin T (cTnT) (green) and Hoechst (blue) in groups H, I, and L on day 10 differentiated from hiPSCs (253G4). Scale bar, 100 μm. (B and C) Flow cytometry analysis for cTnT-positive cells in groups H, I, and L on day 10 (n = 6 independent experiments for the 201B7 cell line and n = 4 independent experiments for the 253G4 cell line). (D) miR-1-3p and miR-133a-3p levels in the culture supernatant during cardiac differentiation for groups H, I, and L (n = 6 independent experiments for the 201B7 cell line and n = 4 independent experiments for the 253G4 cell line). Statistical analysis was performed between group H and I. Data are presented as mean ± SD; ^∗^p < 0.05; ^∗∗^p < 0.01. All p values are determined with a ratio-paired t test.

To verify the adaptability in three-dimensional (3D) culture, we evaluated the expression levels of miR-1-3p and miR-133a-3p in the supernatant in the 3D culture system using a bioreactor and observed a sharp increase in their levels on day 7 (Figure S4A). Immunostaining of multiple cell aliquots from the same bioreactor for α-actinin and vimentin showed large variations in the cardiac differentiation efficiency for each embryoid body (Figures S4B–S4D). These data suggest that assessing differentiation efficiency using a subset of cells within a 3D culture system can result in variability. In contrast, our method using miRNAs in the supernatant, which reflects the whole cell population, holds potential for application in 3D culture systems.

### Application of the monitoring system in a clinical-grade mass culture system

To apply our findings to a clinical-grade mass culture system, we induced CMs from the human leukocyte antigen homozygous hiPSC line QHJI14s04 for clinical use using animal-free and chemically defined culture medium with large four-layer culture plates and investigated whether high or low cardiac differentiation efficiency could be determined by measuring the levels of miR-1-3p and miR-133a-3p in the supernatant (Figure 4A). In this experiment, sampling of supernatants was performed during the standard cardiac differentiation protocol each time (Figure 4A), the proportion of cTnT-positive cells was measured via flow cytometry, and the batches were divided into high (>90%; 94.8% ± 3.0%) and intermediate differentiation efficiency groups (<65%; 49.1% ± 13.3%) (Figures 4B and 4C). The expression levels of miR-1-3p and miR-133a-3p on day 7 were significantly different between the two groups (Figure 4D). The coefficients of determination for the correlation between the cardiac differentiation efficiency and the expression levels of miR-1-3p and miR-133a-3p in the supernatant on day 7 were 0.7466 and 0.7216, respectively, suggesting that high and intermediate efficiency batches can be distinguished nondestructively at an early stage in cardiac differentiation (Figure 4E).

**Figure 4:**
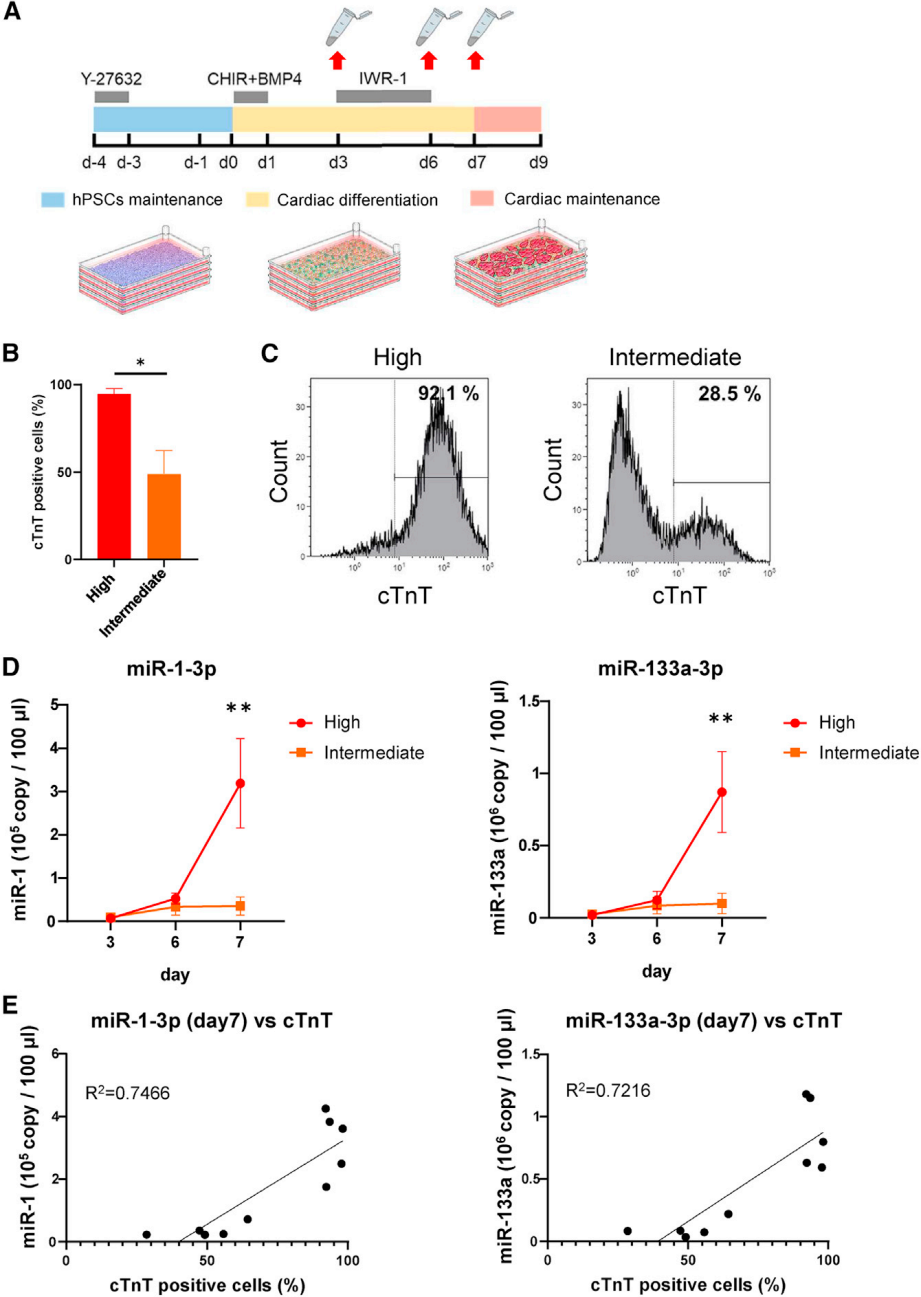
Application of cardiac differentiation monitoring by measuring miR-1-3p and miR-133a-3p levels in culture supernatant under clinical-grade large-scale culture (A) Differentiation protocol for cardiac differentiation from hiPSCs in clinical-grade large-scale cultures and the timing of supernatant collection are shown. (B and C) Flow cytometry analysis for cTnT-positive cells in two groups on day 10 (n = 5 independent experiments). (D) miR-1-3p and miR-133a-3p levels in the culture supernatant during cardiac differentiation in groups High and Intermediate (n = 5 independent experiments). (E) Correlation between the percentage of cTnT-positive cells on day 10 and the amount of miR-1-3p and miR-133a-3p in the culture supernatant on day 7. *R*^*2*^, Coefficient of determination. Data are presented as mean ± SD; ^∗^p < 0.05; ^∗∗^p < 0.01. All p values are determined with a ratio-paired t test.

### Monitoring of cardiac maturation

Long-term culture of hiPSC-CMs promotes maturation (Karbassi et al., 2020; Tani and Tohyama, 2022; Wu et al., 2021). Therefore, we performed immunostaining and RT-qPCR for maturation-related markers and confirmed that hiPSC-CMs displayed mature profiles after long-term culture in cardiac maintenance medium (low-glucose medium [MEMα] plus 5% fetal bovine serum [FBS]) (Figures 5A, 5C, and S5A). Immunostaining for N-cadherin showed a marked increase in cell area during the long-term culture process from days 20–50 (Figure 5B). 

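The expression of transcripts in the long-term cultured hiPSC-CMs was measured on microarrays, which hold short DNA probes that bind labeled RNA copies of known transcripts and report the amount bound as brightness. The CMs came from an established line of human induced pluripotent stem cells. The labels of the arrays give days 20, 35, and 50 as the time points, although the source description of all 3 arrays says day 20; they were taken as days 20, 35, and 50. The supplemental methods name the culture supernatant as the source of this RNA, whereas the legend of Figure 5D names the CMs, and the values are treated here as those of cells. For each day, 1 array was available, and all 3 arrays lay on 1 slide with 1 scan time. There are therefore no replicates, and the number of arrays limits the precision of every difference. Each array held 62976 spots, of which 60901 measured transcripts through 58201 different probes and 2075 were controls. The authors deposited the brightness of each spot after background subtraction, and their methods state that undetected spots were left out and that the arrays were quantile normalized. Starting from these intensities, the values of repeated spots of a probe were averaged on the log2 scale and the 3 arrays were normalized to each other. On days 20, 35, and 50, 28619, 28630, and 28939 probes were well above background. A gene was represented by its brightest probe, and a gene with a dim probe on 1 of 2 days was given only as a bound on the fold difference. For such a bound, a dim probe was set to the higher of its own value and the lowest value among probes well above background on that array. Measurement error was judged within the arrays. The median SD between repeated spots of a probe was 0.06, 0.07, and 0.07 on days 20, 35, and 50 on the log2 scale. Among 3394 genes with 2 probes above background, the SD between probes was 0.23 for the difference of day 35 from day 20, 0.30 for day 50 from day 20, and 0.24 for day 50 from day 35. Each SD was scaled from the median gap between the 2 probes of a gene, which was 0.22, 0.29, and 0.23 in the same order. The 90th percentile of this gap was 0.78, 0.99, and 0.73. A change beyond the SD can therefore still be smaller than the gap between the probes of some genes. The SDs cover technical error only and not the variation between cultures.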

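The 20 markers drawn in Figure 5D comprise 8 genes of CM contraction, among them MYL2, MYH7, TNNI3, ACTN2, MYOZ2, MYOM2, and ADRB1, 3 of ion channels (KCNJ2, KCNQ1, and CACNA1C), 6 of Ca handling (ATP2A2, RYR2, PLN, JPH2, CASQ1, and CASQ2), and 3 of transverse tubules (CAV1, CAV2, and CAV3). On day 50, 19 of the 20 had a higher signal than on day 20, and KCNJ2 was lower. The difference exceeded the spread between probes for 14 of the 19 and lay within it for the other 5, and it was at least 2-fold for 9. Across the 19 markers above background on both days, the median log2 difference was 0.96, and it was 0.76 when dim probes were kept, the alternative that moved it most. For comparison, 47.3% of the 20547 genes measured on both days were higher on day 50. This share was 54.9% with scaling to the spike-in controls and 43.4% when dim probes were kept. The paper draws the markers from these same arrays and may have chosen them for their rise, so the comparison is not a test. The rise was not even over time. On day 35, 13 of the 20 markers were higher than on day 20 and 7 were lower. From day 35 to day 50, 14 of the 19 markers that could be compared rose, 4 fell, and MYH7 had the same normalized value on both days. Only 8 markers rose in both intervals. Another 6 were lower on day 35 than on day 20 and exceeded the day 20 level on day 50, and 4 were highest on day 35. Among the contraction genes, MYL2 rose the most, with log2 signals of 14.04, 16.19, and 16.38 on days 20, 35, and 50, and its 60-base probe lies on chromosome 12 from 111351994 to 111352053 (hg19). The probe of ADRB1, on chromosome 10 from 115806608 to 115806667, gave 7.68, 8.71, and 9.79 on the same days. TNNI3 rose by 0.43 between days 20 and 50. The differences of MYH7 (0.19), ACTN2 (0.06), MYOZ2 (0.23), and MYOM2 (0.29) were not distinguishable from the spread between probes. Scaled to the 75th percentile, the median, or the spike-in controls, MYH7 differed by 0.48, 0.50, and 0.56, which is beyond this spread, and ACTN2 differed by -0.023 with the 75th percentile.

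**Figure D1:**
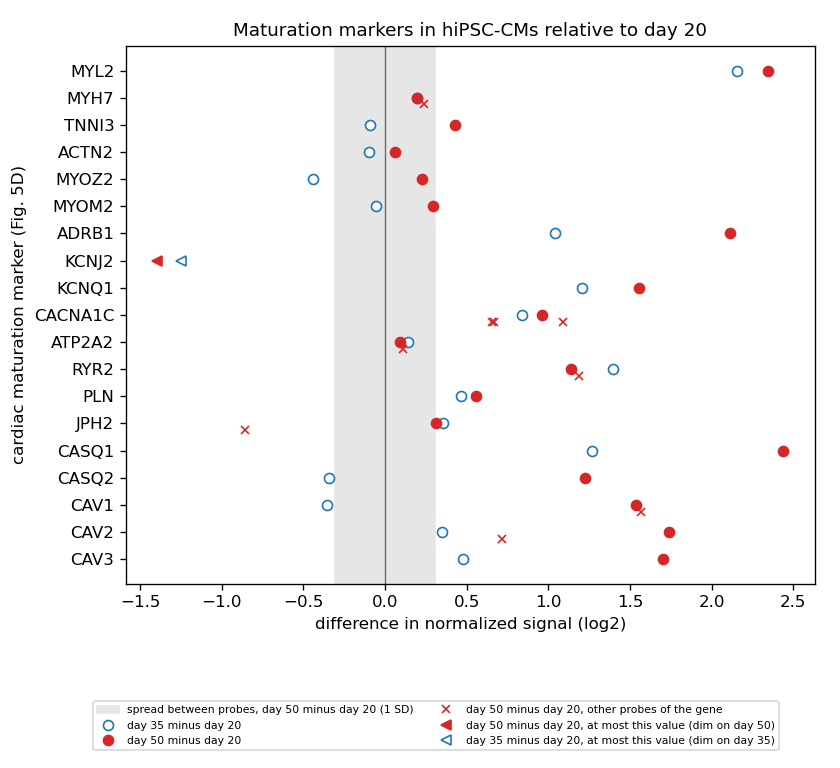
Difference in normalized log2 signal from day 20 for 19 of the markers, on day 35 (open circles) and day 50 (filled circles), with 1 array per day; crosses are other probes of the same gene that were above background on days 20 and 50, and triangles are upper bounds where the probe was dim on the later day. The gray band is 1 SD between probes of a gene. On day 50, 18 of the markers drawn lie to the right of 0, and 5 of them lie within the band.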

To comprehensively evaluate the changes in gene expressions during long-term culture, transcriptome analysis was performed on hiPSC-CMs on days 20, 35, and 50, and increased expression of multiple cardiac maturation markers was observed (Figure 5D). Moreover, to confirm physiological maturation during long-term culture, Ca transient was examined in hiPSC-CMs on days 20 and 50. We demonstrated that long-term culture increased the peak amplitude of fluorescence (F/F_0_) and maximal upstroke velocity, prolonged 50% time to decay, and reduced the beating rate, suggesting physiological cardiac maturation (Figures 5E and 5F). Next, to identify maturation-related miRNAs in the supernatant, we performed RT-qPCR for let-7b-5p, let-7c-5p, and miR-208b-3p, which were listed as candidate molecules based on our miRNA array data. The results showed that the expression of let-7b-5p and miR-208b-3p in the supernatant did not significantly increase, whereas that of let-7c-5p markedly increased over time (Figures 5G, 5H, and S5B). We further assessed the expression of other let-7 family miRNAs and miR-499-5p, which is reported to be a CM-specific miRNA, in the supernatant and observed no remarkable increases in the expression of these markers over time compared with let-7c-5p (Figure S5B). The expression of intracellular let-7c-5p expression showed a remarkable increase during the mesoderm/cardiac differentiation and maturation (Figure S5C). We also evaluated the expression of miR-1-3p, miR-133a-3p, and let-7c-5p in the supernatant during the long-term culture of hiPSC-CMs. The expression of miR-1-3p in the supernatant increased during the cardiac differentiation phase, that of miR-133a-3p increased during the early cardiac maturation phase, and that of let-7c-5p increased during the late cardiac maturation phase (Figure 5G). Regarding the observation that miR-1-3p and miR-133a-3p expression temporarily decreases at approximately day 14 and then increases again, we confirmed that this pattern is also reflected in the intracellular expression levels with a transient decrease at approximately day 14 followed by a subsequent re-increase (Figure S5D).

**Figure 5:**
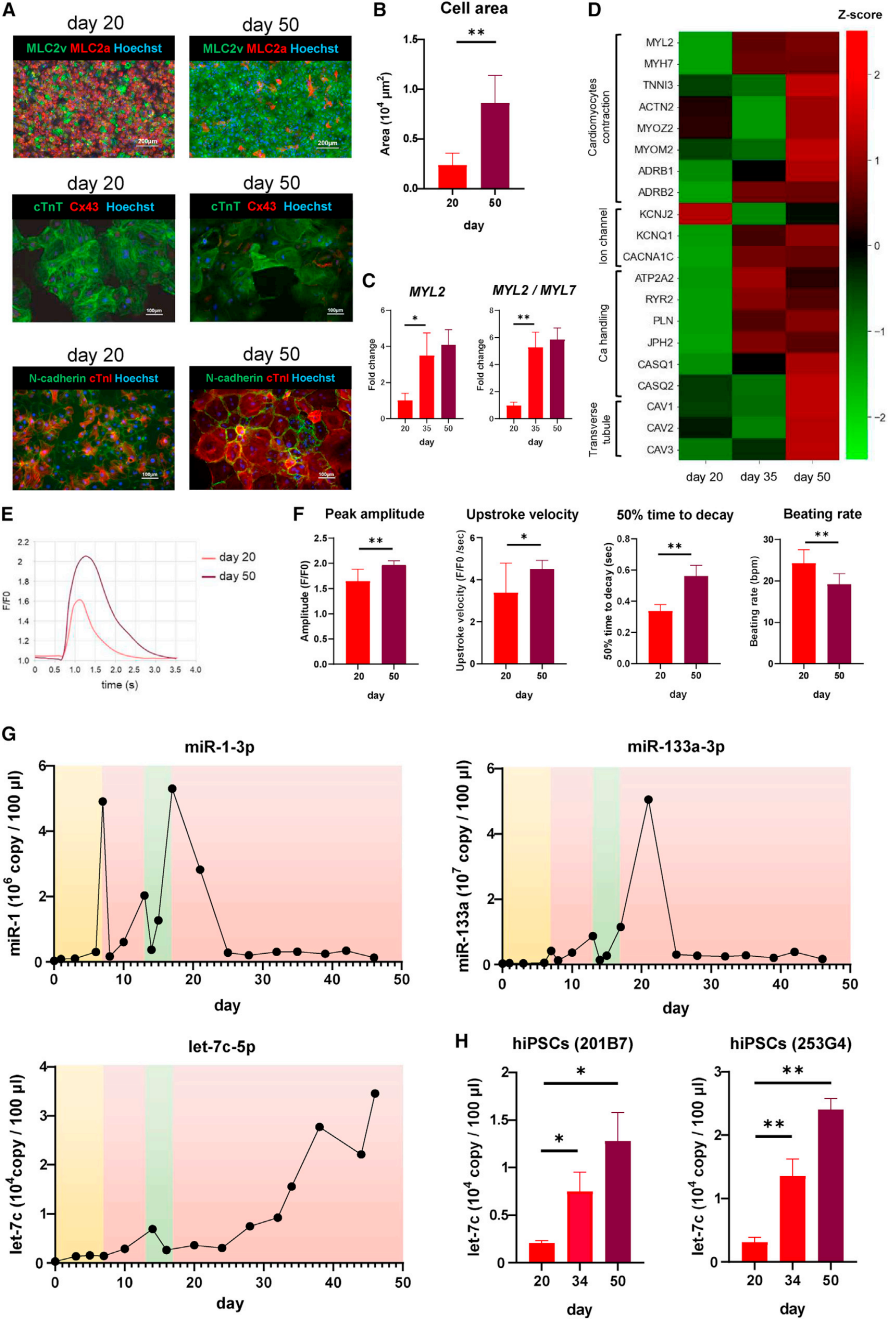
miRNAs that significantly increase in the supernatant during cardiac maturation (A) Immunostaining for MLC2v (green) with MLC2a (red), cTnT (green) with Cx43 (red), and N-cadherin (green) with cTnI (red) in hiPSC (253G4)-CMs cultures on days 20 and 50. Scale bar, 200 μm for MLC2v and MLC2a and 100 μm for others. (B) The cell area measured in the immunostaining image for N-cadherin in hiPSC (253G4)-CMs cultures on days 20 and 50 (n = 30 cells in three independent cultures for 253G4 cell lines). (C) The expression of *MYL2* and the ratio of *MYL2* to *MYL7* in the long-term cultured hiPSC-CMs on days 20, 35, and 50, as measured by RT-qPCR (n = 4 independent experiments for 253G4 cell lines). (D) Microarray analysis showing the profile of transcripts expressed in the long-term cultured hiPSC (253G4)-CMs on days 20, 35, and 50. Heatmap showing the changes in the transcriptional expression levels of several cardiac maturation markers detected in each sample. (E) Representative Ca transients of hiPSC (253G4)-CMs cultures on days 20 and 50. (F) Peak of amplitude magnitudes, maximal upstroke velocity, 50% time to decay, and beating rates measured in the Ca transients of hiPSC (253G4)-CMs cultures on days 20 and 50 (n = 12 independent experiments). (G) miR-1-3p, miR-133a-3p, and let-7c-5p levels in the culture supernatant during cardiac differentiation and long-term culture of hiPSC (253G4)-CMs. (H) let-7c-5p levels in the culture supernatant during long-term culture of hiPSC-CMs on days 20, 34, and 50 (n = 3 independent experiments for both the 201B7 and 253G4 cell lines). Data are presented as mean ± SD; ^∗^p < 0.05; ^∗∗^p < 0.01. All p values are determined with a ratio-paired t test.

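The probe positions of the ion channel, Ca handling, and transverse tubule markers are those the array files give on hg19; the exons or untranslated regions under them were not analysed here. Of the ion channel genes, KCNQ1 (chromosome 11, 2870117 to 2870176) had log2 signals of 10.63, 11.83, and 12.18 on days 20, 35, and 50, and its second probe was not well above background on any day. CACNA1C (chromosome 12, 2801192 to 2801251) had 10.19, 11.02, and 11.15. Its 3 other probes were also higher on day 50 than on day 20, by 1.09, 0.67, and 0.66. From day 35 to day 50 these 3 probes changed by -0.05, -0.07, and -0.41, whereas the brightest probe rose by 0.12. The direction of this later step therefore depends on the probe. KCNJ2 (chromosome 17, 68176016 to 68176075) was above background only on day 20, and its level was at least 2.38-fold lower on day 35 and at least 2.63-fold lower on day 50; under normexp, the bound for day 50 was -0.20 on the log2 scale, within the spread between probes. Among the Ca handling genes, CASQ1 (chromosome 1, 160171421 to 160171480) showed the largest difference between days 20 and 50, 2.44, and its log2 signal was 9.82, 11.09, and 12.26. CASQ2 (chromosome 1, 116243243 to 116243302) first decreased by 0.34 until day 35 and then rose by 1.57. For RYR2 (chromosome 1, 237996423 to 237996482), the difference between days 20 and 50 was 1.14 with one probe and 1.19 with the other, and both were brightest on day 35. PLN was higher by 0.56. For ATP2A2, 0.09 and 0.11 with its 2 probes were within the spread between probes. JPH2 was higher by 0.31 with its brighter probe, which is barely beyond this spread and became 0.21 with the 75th percentile. It fell by 0.86 with its dimmer probe, which is listed for another transcript of the gene. The dimmer probe was above background on each day, with log2 signals of 3.95, 3.74, and 3.09. These approach the lowest value of a probe above background on day 50, 2.60. The mean of both was -0.27, so the direction of JPH2 depends on the probe. All 3 transverse tubule genes were higher on day 50. CAV1 (chromosome 7, 116200742 to 116200801) was higher by 1.54 and, with its second probe, by 1.57. With its brighter probe, CAV1 first decreased by 0.36 until day 35 and then rose by 1.89. With the second probe, the change until day 35 was -0.08, within the spread between probes, and the later rise was 1.65. CAV3 (chromosome 3, 8787416 to 8787475) rose by 1.70. The smallest rise of CAV3 over the alternatives was 0.97, just under 2-fold. CAV2 (chromosome 7, 116140389 to 116140448) rose by 1.74 with its brighter probe and by 0.72 with the dimmer, and on day 35 the former was 0.35 above day 20 while the latter fell by 0.42. From the comparison of the 3 days, the paper states that the expression of multiple maturation markers rose in long-term culture.

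**Figure D2:**
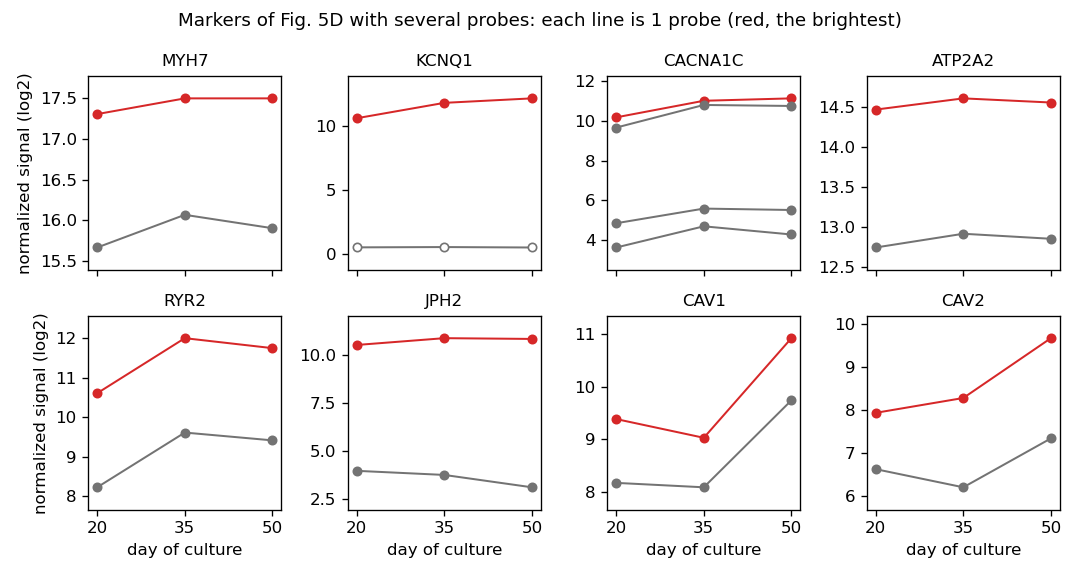
Normalized log2 signal against day of culture for the 8 markers with several probes, 1 line per probe and 1 array per day; red is the brightest probe, gray the others, and open circles mark signals not well above background. Between days 20 and 50, the probes of MYH7, ATP2A2, RYR2, and CAV1 change by like amounts, and those of JPH2 diverge.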

### Detection of contaminating undifferentiated hiPSCs

The levels of miR-302a-3p and miR-302b-3p, which were listed as hiPSC-specific miRNAs based on the miRNA array data, were measured in the supernatant using RT-qPCR during mesoderm/cardiac differentiation and maturation. Extracellular miR-302a-3p and miR-302b-3p levels decreased during cardiac differentiation but a small amount of these miRNAs was detected in immature hiPSC-CMs at the cardiac differentiation phase; however, these levels were decreased in the long-term culture (Figure 6A). As less miR-302b-3p than miR-302a-3p was secreted from hiPSC-CMs, miR-302b-3p was considered a useful marker for the detection of residual undifferentiated hiPSCs in hiPSC-CMs (Figure 6A). Intracellular miR-302b-3p expression also showed a gradual decrease during the long-term culture (Figure S6A). First, we examined whether residual undifferentiated hiPSCs can be detected nondestructively using the miR-302b-3p expression in the supernatant after cardiac differentiation. On day 17 after cardiac differentiation, hiPSC-CMs, which were confirmed that the contamination of undifferentiated hiPSCs was fewer than 0.001% via colony formation assay (CFA), was seeded with hiPSCs at concentrations of 0%, 0.01%, and 0.1% on iMatrix-221-coated plates under cardiac maintenance conditions. The expression of miR-302b-3p in the supernatant was then measured by RT-qPCR (Figure 6B). miR-302b-3p was detected in the supernatant on day 20 even in hiPSC-CMs (both 201B7 and 253G4) cultures with 0% hiPSC contamination, whereas it decreased below the minimum limit of determination by day 28 (Figure 6D). In contrast, miR-302b-3p was consistently detected in the supernatant when hiPSC-CMs cultures (both 201B7 and 253G4) were contaminated with 0.01% or 0.1% hiPSCs (Figure 6D). Consistently, immunostaining on day 20 showed OCT4-and SSEA4-positive cells were not detected in hiPSC-CM cultures with 0% hiPSCs but were detected in hiPSC-CM cultures with 0.01% hiPSCs (Figure 6C). To compare our method with a conventional method, the expressions of hPSC-specific markers (*OCT4*, *NANOG*, and *SOX2*) were measured by RT-qPCR, and all of them were expressed in hiPSC-CMs on days 23–30 by more than 10^−4^ (0.01%) compared with those in undifferentiated hiPSCs (Figure S6B). We then investigated the feasibility of combining the CFA method with miR-302b-3p measurement in the supernatant by performing another experiment using hiPSC maintenance medium with iMatrix-511. On day 17, hiPSC-CMs were seeded with hiPSCs at concentrations of 0% and 0.001% on iMatrix-511-coated plates, and the levels of miR-302b-3p in the supernatant were measured and compared between the groups (Figure 6E). Unlike cultures using cardiac maintenance medium, when hiPSC maintenance medium was used, the secretion of miR-302b-3p from hiPSC-CM cultures containing 0% hiPSCs did not fall below the minimum limit of determination, even on day 30. The expression of miR-302b-3p on day 20 was similar in both groups, but the amount of secretion gradually increased in the hiPSC-CM cultures with 0.001% hiPSCs, and there was a significant difference from approximately day 26 (Figure 6G). Immunostaining showed that OCT4- and SSEA4-positive cells were not detected in hiPSC-CM cultures with 0% hiPSCs, whereas large OCT4-and SSEA4-positive colonies were detected in the hiPSC-CM cultures with 0.001% hiPSCs on day 28 (Figure 6F). We evaluated intracellular miR-302b-3p expression from hiPSC-CMs containing 0% hiPSCs under both cardiac and hiPSC maintenance medium. Unlike its extracellular expression, intracellular miR-302b-3p expression consistently decreased not only under cardiac maintenance conditions, but also under hiPSC maintenance medium during the culture process (Figure S6C).

**Figure 6:**
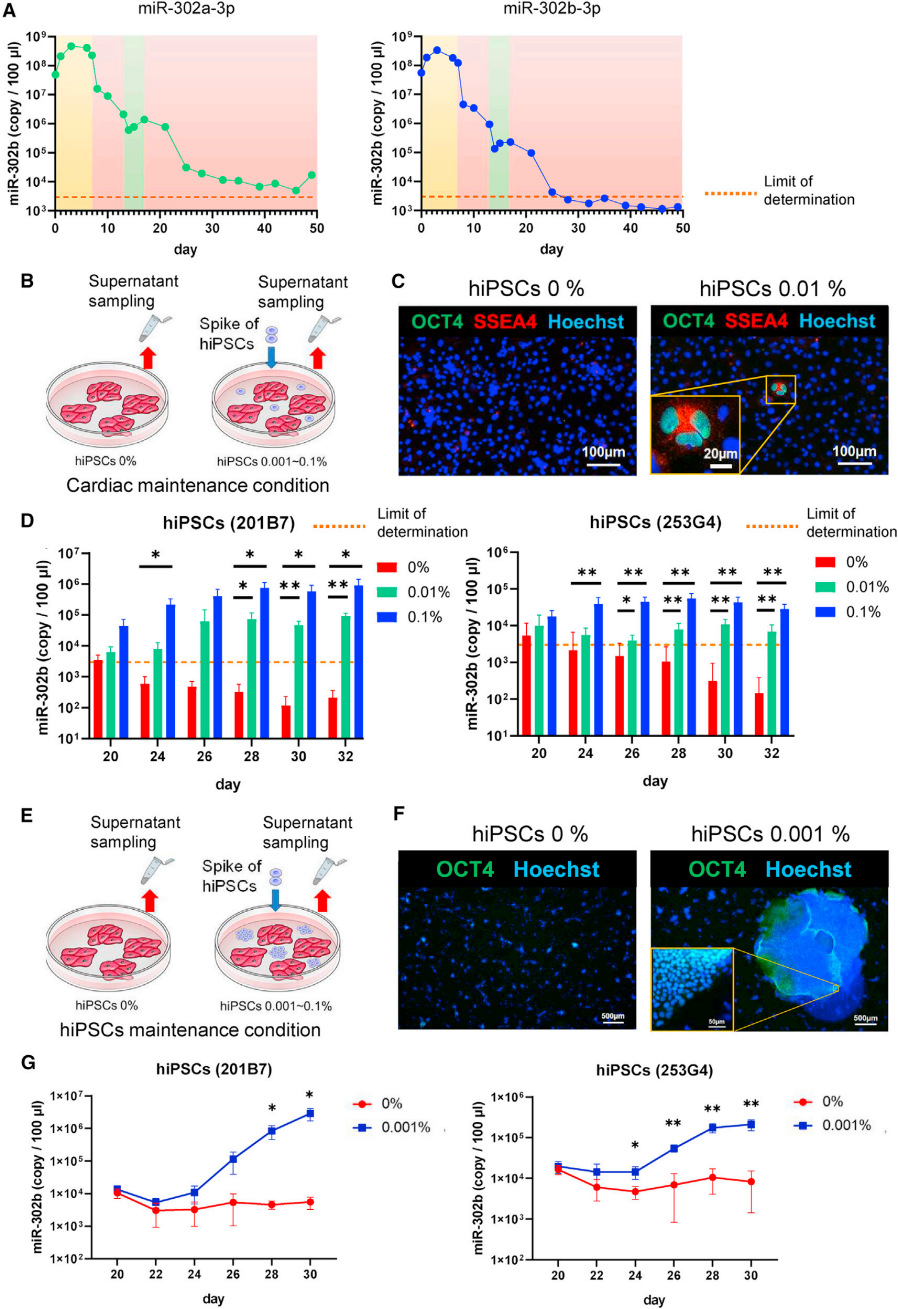
Verification of the usefulness of miR-302b-3p for the detection of residual undifferentiated hiPSCs in hiPSC-CM cultures (A) miR-302a-3p and miR-302b-3p levels in the culture supernatant during cardiac differentiation and long-term culture of hiPSC (253G4)-CMs. (B) Schematic representation of spike-in of hiPSCs with hiPSC-CM cultures and supernatant sampling in cardiac maintenance conditions. (C) Immunostaining for OCT4 (green), SSEA4 (red), and Hoechst (blue) in cultures of hiPSC-CMs with 0% or 0.01% spiked-in hiPSCs (253G4) in cardiac maintenance medium on day 20. Scale bar, 100 μm. (D) miR-302b-3p levels in the culture supernatant during culture of hiPSC-CMs with each concentration of hiPSCs in cardiac maintenance medium (n = 3 independent experiments for both the 201B7 and 253G4 cell lines). (E) Schematic representation of spike-in of hiPSCs with hiPSC-CM cultures and supernatant sampling in hiPSC maintenance conditions. (F) Immunostaining for OCT4 (green) and Hoechst (blue) in cultures of hiPSC-CMs with 0% or 0.001% spiked-in hiPSCs (253G4) in hiPSC maintenance medium on day 28. (G) miR-302b-3p levels in the culture supernatant during culture of hiPSC-CMs with each concentration of hiPSCs in hiPSC maintenance medium (n = 3 independent experiments for both the 201B7 and 253G4 cell lines). Data are presented as mean ± SD; ^∗^p < 0.05; ^∗∗^p < 0.01. All p values are determined with a ratio-paired t test.

## Discussion

In this study, we demonstrated that the various miRNAs secreted from hiPSC-derivatives into culture supernatants change during the mesoderm/cardiac differentiation and maturation process and we identified stage-specific miRNAs useful for monitoring mesoderm/cardiac differentiation and maturation, and detection of residual undifferentiated hPSCs. The quantification of extracellular miRNAs enabled us to evaluate the quality of large numbers of hPSC derivatives for transplantation without destroying them. In addition, our miRNA extraction method has higher extraction efficiency and less variation than the conventional method, leading to more accurate quantification of the copy numbers of miRNAs in supernatants (Masumoto et al., 2022). A technique has been reported that visualizes intracellular miRNA expression and monitors differentiation using miRNA-responsive non-viral reporter vectors (Nakanishi et al., 2017). However, the authors mentioned that their approach carries a risk of insertional mutagenicity and is not suitable for clinical applications, which require strict low mutagenicity risk. We believe that our method is a practical non-invasive monitoring approach suitable for clinical use, considering its safety and technical simplicity.

It has been reported that the secretion of miRNA into extracellular space is actively regulated and differs partially from the intracellular expression profile (Pigati et al., 2010). Although some studies have reported that miRNA secreted into extracellular space is abundant in vesicles, such as exosomes (Valadi et al., 2007), other studies showed that the proportion of miRNA that is secreted by binding to proteins and without being capsulated in vesicles is even higher (Zhou et al., 2016). In this study, all miRNAs present in the supernatant were extracted for both the miRNA array analysis and RT-qPCR.

The miR-302 family has been reported to be expressed in hPSCs (Lakshmipathy et al., 2010). Although small amounts of miR-302b are secreted from hPSC-CMs in the early differentiation period, residual undifferentiated hPSCs with a contamination rate of over 0.01% can be detected in the culture supernatant 28 days after the induction of cardiac differentiation. Several methods for detecting residual undifferentiated hPSCs have been reported (Sekine et al., 2020; Wang et al., 2020); however, many of these require the destruction of cells from the final products, indicating that the final products are not evaluated as a whole. In other words, the possibility that undifferentiated hPSCs remain in parts other than the collected sample cannot be ruled out. Thus, a non-destructive and holistic evaluation method is required. A method using a recombinant peptide corresponding with the N-terminal domain of the BC2L-C protein has been reported as a non-destructive method for detecting undifferentiated hPSCs from culture supernatant (Tateno et al., 2014). In contrast, our method demonstrated the capability to detect as few as 0.01% hiPSCs in hiPSC-CMs. Compared with previously reported non-invasive detection methods, our method exhibits exceptional sensitivity in detecting residual undifferentiated hPSC, even in the presence of nonspecific expression resulting from a large number of hiPSC-CMs. The CFA, i.e., detecting undifferentiated hPSCs by culturing a sample of transplant cells in hPSC maintenance culture conditions, has been previously reported. In this assay, the detection limit for undifferentiated hPSCs contamination was 0.01%–0.001% (Tano et al., 2014). However, because contaminating hPSCs are detected by immunostaining, the CFA is non-quantitative and has a risk of overlooking hPSC contamination. In the present study, by combining the CFA with the measurement of miR-302b-3p levels in the culture supernatant, it was possible to quantitatively detect residual undifferentiated hPSCs with 0.001% sensitivity.

miR-489-3p, which was discovered as a marker of mesoderm differentiation, has been reported to be an onco-suppressor miRNA that negatively regulates cell proliferation (Li et al., 2017; Zhang et al., 2016), suggesting that it may also be involved in the decline of the cell cycle during mesoderm differentiation from hPSCs. In the present study, we demonstrated a rapid increase in the extracellular secretion of miR-489-3p on day 3 of the mesoderm differentiation process not only in the case of cardiac differentiation but also in endothelial cell differentiation, representing other mesodermal lineages. Notably, this increase was not present when mesoderm differentiation was not induced or during active induction of ectoderm differentiation, such as neural differentiation.

miR-1 and miR-133a have been reported to be highly expressed in CMs (Lagos-Quintana et al., 2002); it is also reported that expression of miR-1 and miR-133a is increased during the early cardiac differentiation process and that miR-1 and miR-133a themselves negatively regulate cardiac differentiation and proliferation (Cordes and Srivastava, 2009; Liu and Olson, 2010; Zhao et al., 2005). Our study showed that extracellular secretion of miR-1-3p and miR-133a-3p increased rapidly on day 7 during cardiac differentiation from hPSCs, with a good correlation with cardiac differentiation efficiency. Moreover, miR-133a has been reported to be involved in the transition from glycolysis to oxidative phosphorylation (Hua et al., 2021), which is consistent with our previous data, which showed a switch from glycolysis to oxidative phosphorylation during cardiac differentiation (Tohyama et al., 2016), and may be useful as a marker of cardiac differentiation and early cardiac maturation.

Hundreds of millions of hPSC-CMs are required for cardiac regenerative therapy for humans. During the manufacturing process for large numbers of hPSC-CMs, the ability to evaluate the cardiac differentiation efficiency via supernatant sampling in the early phase is useful because it can prevent wasted costs and efforts. Particularly, in a two-dimensional (2D) mass culture system, it is necessary to detach all cells from plates to collect some cells. In contrast, the supernatant can be collected non-invasively at any time point during differentiation, and the evaluation target is the whole cell population, which is advantageous. Therefore, we applied our method to clinical-grade mass culture systems for CM production using HLA homozygous hiPSC lines for clinical use. In a 3D culture system, it is possible to collect a portion of the cells for evaluation at any time point without detaching all cells from the plates as in 2D culture, but the disadvantage remains that it is limited to the evaluation of only small part of cells for transplantation. We showed that cardiac differentiation efficiency differs among aliquots of cells cultured in the same container and that the extracellular expression levels of miR-1-3p and miR-133a-3p in 3D culture systems undergo similar fluctuations as those in 2D culture. Therefore, we believe that the miRNA-based evaluation system using supernatants is a powerful tool not only in 2D culture systems, but also in 3D culture systems.

A previous report showed that intracellular expression of let-7 family members increases in hPSC-CMs during long-term culture and the let-7 family itself accelerates cardiac maturation (Kuppusamy et al., 2015). The let-7 family is reportedly suppressed by *LIN28* and the LIN28–let-7 axis regulates the phosphatidylinositol 3-kinase-protein kinase B signaling pathway and the metabolic shift from cell proliferation and glycolysis to β oxidation during cardiac maturation (Ma et al., 2014). Our data showed that extracellular secretion of let-7c-5p is more significantly elevated than that for the other let-7 family members, suggesting that let-7c-5p may be a new marker for non-invasively assessing the maturity of hPSC-CMs.

There are some limitations to the present study that should be considered when interpreting the results. The levels of molecules secreted into the supernatant may change dependent on the cell density. Therefore, when applying this monitoring method to clinical manufacture, it will be necessary to create evaluation criteria specific for certain seeded cell density and culture conditions. In addition, a small amount of miR-302b-3p is secreted from immature hPSC-CMs, so it is desirable to use matured hPSC-CMs for undifferentiated hPSCs detection. We believe that there is room to consider whether miR-302b-3p, which is secreted in small quantities from the hPSC-CMs, can be used to evaluate the maturity of the hPSC-CMs. Although there are some challenges of its clinical applications, our method enabled seamless and non-destructive monitoring and quality evaluation of hiPSC-CMs. This technique also has the potential to be applied in various other organs and diseases after the identification of the relevant miRNAs.

## Experimental procedures

### Resource availability

#### Corresponding author

Further information and requests for resources and reagents should be directed to and will be fulfilled by the corresponding author, Shugo Tohyama ().

#### Materials availability

All data are available in the main text or the supplemental information. This study did not generate new unique reagents.

#### Data and code availability

The microarray data generated during this study have been deposited in the Gene Expression Omnibus (GEO). The accession numbers for the miRNA array and microarray data used in this study are GSE:240790 (miRNA array in supernatant samples) and GSE:240792 (microarray in hiPSC-CMs).

### miRNA extraction and quantitative RT-PCR

For extraction from supernatant samples, miRNAs were isolated from 100 μL of supernatants using a modified Boom method (Boom et al., 1990) with magnetic beads (Sicastar-M, 39-00-153, CoreFront). For extraction from cell samples, miRNAs were isolated from approximately 5 × 10^5^–3 × 10^6^ cells using a High Pure miRNA Isolation Kit (Roche). Of the 100 μL purified miRNA, 5–16 μL was reverse-transcribed into cDNA by MultiScribe reverse transcriptase (4311235, Applied Biosystems). The reactions were incubated in Simpliamp (Applied Biosystems) in a 96-well plate for 30 min at 16°C, 30 min at 42°C, 5 min at 85°C, and then held at 4°C. Real-time PCR was performed by Hot Start ExTaq PCR enzyme (RR006B, TaKaRa) using a standard TaqMan PCR protocol on LightCycler 96 System (Roche). The reactions were incubated in a 96-well plate at 95°C for 10 min, followed by 40 cycles of 95°C for 15 s and 60°C for 1 min. The Ct was defined as the fractional cycle number at which the fluorescence passed the fixed threshold. Ct values were converted into absolute copy numbers using a standard curve from synthetic miRNA. Stem-loop RT primers, PCR primers, and probes for miR-302a-3p and miR-302b-3p were designed as in previous papers (Chen et al., 2005; Masumoto et al., 2022). These primers and probes for miR-489-3p, miR-1-3p, miR-133a-3p, let-7a-5p, let-7b-5p, let-7c-5p, let-7d-5p, let-7e-5p, let-7f-5p, let-7g-5p, let-7i-5p, miR-208b-3p, miR-499a-5p, and RNU6B were purchased as a TaqMan MicroRNA Assay from ThermoFisher Scientific (miR-489-3p, 002358; miR-1-3p, 002222; miR-133a-3p, 002246; let-7a-5p, 000377; let-7b-5p, 002619; let-7c-5p, 000379; let-7d-5p, 002283; let-7e-5p, 002406; let-7f-5p, 000382; let-7g-5p, 002282; let-7i-5p, 002221; miR-208b-3p, 002290; miR-499a-5p, 001352; RNU6B, 001093). The evaluation of the intracellular amount of miRNA was normalized against that of RNU6B.

### Preparation of samples containing diluted or spiked-in hiPSCs

Confluent hiPSCs (50%–70%) were dissociated using TrypLE (Thermo Fisher Scientific) for 3 min at room temperature. Dissociated cells were centrifuged and the cell number was counted by Vi-CELL XR (Beckman Coulter) by taking the average of three to five individual counts. Low-concentration solutions were achieved by serial dilution (maximal 9:1 ratio per dilution). On day 17, hiPSC-CMs were dissociated to single cells using L-Trypsin (Nacalai Tesque) at 37°C for 5 min. Populations of hiPSCs and hiPSC-CMs were combined to generate spiked samples containing 0.001 to 0.1% hiPSCs in 2–3 × 10^6^ hiPSC-CMs and passaged them with hPSC maintenance medium supplemented with 10 μM Y-27632 into six-well plates coated with iMatrix-221 (Nippi, NP892-061) or iMatrix-511 (Nippi, NP892-011). After day 18, the cells were cultured in MEMα plus 5% FBS (cardiac maintenance medium) or hPSC maintenance medium, while the supernatant was collected, and the copy number of the miRNAs was measured by RT-qPCR. Immunostaining of the cocultured cells for OCT4 and SSEA4 was performed.

## References

[bib1] Ambros V. (2004). The functions of animal microRNAs. Nature.

[bib2] Bock C., Kiskinis E., Verstappen G., Gu H., Boulting G., Smith Z.D., Ziller M., Croft G.F., Amoroso M.W., Oakley D.H. (2011). Reference Maps of human ES and iPS cell variation enable high-throughput characterization of pluripotent cell lines. Cell.

[bib3] Boom R., Sol C.J., Salimans M.M., Jansen C.L., Wertheim-van Dillen P.M., van der Noordaa J. (1990). Rapid and simple method for purification of nucleic acids. J. Clin. Microbiol..

[bib4] Bustin S.A., Benes V., Garson J.A., Hellemans J., Huggett J., Kubista M., Mueller R., Nolan T., Pfaffl M.W., Shipley G.L. (2009). The MIQE guidelines: minimum information for publication of quantitative real-time PCR experiments. Clin. Chem..

[bib5] Chen C., Ridzon D.A., Broomer A.J., Zhou Z., Lee D.H., Nguyen J.T., Barbisin M., Xu N.L., Mahuvakar V.R., Andersen M.R. (2005). Real-time quantification of microRNAs by stem-loop RT-PCR. Nucleic Acids Res..

[bib6] Cordes K.R., Srivastava D. (2009). MicroRNA regulation of cardiovascular development. Circ. Res..

[bib7] Creemers E.E., Tijsen A.J., Pinto Y.M. (2012). Circulating microRNAs: novel biomarkers and extracellular communicators in cardiovascular disease?. Circ. Res..

[bib8] Funakoshi S., Miki K., Takaki T., Okubo C., Hatani T., Chonabayashi K., Nishikawa M., Takei I., Oishi A., Narita M. (2016). Enhanced engraftment, proliferation, and therapeutic potential in heart using optimized human iPSC-derived cardiomyocytes. Sci. Rep..

[bib9] He L., Hannon G.J. (2004). MicroRNAs: small RNAs with a big role in gene regulation. Nat. Rev. Genet..

[bib10] Hua Y.T., Xu W.X., Li H., Xia M. (2021). Emerging roles of MiR-133a in human cancers. J. Cancer.

[bib11] Huntzinger E., Izaurralde E. (2011). Gene silencing by microRNAs: contributions of translational repression and mRNA decay. Nat. Rev. Genet..

[bib12] Jung J.H., Fu X., Yang P.C. (2017). Exosomes Generated From iPSC-Derivatives: New Direction for Stem Cell Therapy in Human Heart Diseases. Circ. Res..

[bib13] Karbassi E., Fenix A., Marchiano S., Muraoka N., Nakamura K., Yang X., Murry C.E. (2020). Cardiomyocyte maturation: advances in knowledge and implications for regenerative medicine. Nat. Rev. Cardiol..

[bib14] Kawaguchi S., Soma Y., Nakajima K., Kanazawa H., Tohyama S., Tabei R., Hirano A., Handa N., Yamada Y., Okuda S. (2021). Intramyocardial Transplantation of Human iPS Cell-Derived Cardiac Spheroids Improves Cardiac Function in Heart Failure Animals. JACC. Basic Transl. Sci..

[bib15] Khush K.K., Cherikh W.S., Chambers D.C., Goldfarb S., Hayes D., Kucheryavaya A.Y., Levvey B.J., Meiser B., Rossano J.W., Stehlik J., International Society for Heart and Lung Transplantation (2018). The International Thoracic Organ Transplant Registry of the International Society for Heart and Lung Transplantation: Thirty-fifth Adult Heart Transplantation Report-2018; Focus Theme: Multiorgan Transplantation. J. Heart Lung Transplant..

[bib16] Kuppusamy K.T., Jones D.C., Sperber H., Madan A., Fischer K.A., Rodriguez M.L., Pabon L., Zhu W.Z., Tulloch N.L., Yang X. (2015). Let-7 family of microRNA is required for maturation and adult-like metabolism in stem cell-derived cardiomyocytes. Proc. Natl. Acad. Sci. USA.

[bib17] Lagos-Quintana M., Rauhut R., Yalcin A., Meyer J., Lendeckel W., Tuschl T. (2002). Identification of tissue-specific microRNAs from mouse. Curr. Biol..

[bib18] Lakshmipathy U., Davila J., Hart R.P. (2010). miRNA in pluripotent stem cells. Regen. Med..

[bib19] Li Y., Ma X., Wang Y., Li G. (2017). miR-489 inhibits proliferation, cell cycle progression and induces apoptosis of glioma cells via targeting SPIN1-mediated PI3K/AKT pathway. Biomed. Pharmacother..

[bib20] Liu N., Olson E.N. (2010). MicroRNA regulatory networks in cardiovascular development. Dev. Cell.

[bib21] Ma X., Li C., Sun L., Huang D., Li T., He X., Wu G., Yang Z., Zhong X., Song L. (2014). Lin28/let-7 axis regulates aerobic glycolysis and cancer progression via PDK1. Nat. Commun..

[bib22] Masumoto K., Aihara Y., Miyagawa Kuroishi M., Maeda N., Sakai Y., Oka Y., Takahashi Y., Oda K., Yanagida M. (2022). Highly sensitive and non-disruptive detection of residual undifferentiated cells by measuring miRNAs in culture supernatant. Sci. Rep..

[bib23] Miura K., Okada Y., Aoi T., Okada A., Takahashi K., Okita K., Nakagawa M., Koyanagi M., Tanabe K., Ohnuki M. (2009). Variation in the safety of induced pluripotent stem cell lines. Nat. Biotechnol..

[bib24] Morita Y., Kishino Y., Fukuda K., Tohyama S. (2022). Scalable manufacturing of clinical-grade differentiated cardiomyocytes derived from human-induced pluripotent stem cells for regenerative therapy. Cell Prolif..

[bib25] Nakanishi H., Miki K., Komatsu K.R., Umeda M., Mochizuki M., Inagaki A., Yoshida Y., Saito H. (2017). Monitoring and visualizing microRNA dynamics during live cell differentiation using microRNA-responsive non-viral reporter vectors. Biomaterials.

[bib26] Pigati L., Yaddanapudi S.C.S., Iyengar R., Kim D.J., Hearn S.A., Danforth D., Hastings M.L., Duelli D.M. (2010). Selective release of microRNA species from normal and malignant mammary epithelial cells. PLoS One.

[bib27] Schwarzenbach H., Hoon D.S.B., Pantel K. (2011). Cell-free nucleic acids as biomarkers in cancer patients. Nat. Rev. Cancer.

[bib28] Sekine K., Tsuzuki S., Yasui R., Kobayashi T., Ikeda K., Hamada Y., Kanai E., Camp J.G., Treutlein B., Ueno Y. (2020). Robust detection of undifferentiated iPSC among differentiated cells. Sci. Rep..

[bib29] Shiba Y., Gomibuchi T., Seto T., Wada Y., Ichimura H., Tanaka Y., Ogasawara T., Okada K., Shiba N., Sakamoto K. (2016). Allogeneic transplantation of iPS cell-derived cardiomyocytes regenerates primate hearts. Nature.

[bib30] Skelton R.J.P., Brady B., Khoja S., Sahoo D., Engel J., Arasaratnam D., Saleh K.K., Abilez O.J., Zhao P., Stanley E.G. (2016). CD13 and ROR2 Permit Isolation of Highly Enriched Cardiac Mesoderm from Differentiating Human Embryonic Stem Cells. Stem Cell Rep..

[bib31] Takahashi K., Tanabe K., Ohnuki M., Narita M., Ichisaka T., Tomoda K., Yamanaka S. (2007). Induction of pluripotent stem cells from adult human fibroblasts by defined factors. Cell.

[bib32] Tani H., Tohyama S. (2022). Human Engineered Heart Tissue Models for Disease Modeling and Drug Discovery. Front. Cell Dev. Biol..

[bib33] Tano K., Yasuda S., Kuroda T., Saito H., Umezawa A., Sato Y. (2014). A novel *in vitro* method for detecting undifferentiated human pluripotent stem cells as impurities in cell therapy products using a highly efficient culture system. PLoS One.

[bib34] Tateno H., Onuma Y., Ito Y., Hiemori K., Aiki Y., Shimizu M., Higuchi K., Fukuda M., Warashina M., Honda S. (2014). A medium hyperglycosylated podocalyxin enables noninvasive and quantitative detection of tumorigenic human pluripotent stem cells. Sci. Rep..

[bib35] Tohyama S., Fujita J., Hishiki T., Matsuura T., Hattori F., Ohno R., Kanazawa H., Seki T., Nakajima K., Kishino Y. (2016). Glutamine Oxidation Is Indispensable for Survival of Human Pluripotent Stem Cells. Cell Metabol..

[bib36] Turchinovich A., Weiz L., Langheinz A., Burwinkel B. (2011). Characterization of extracellular circulating microRNA. Nucleic Acids Res..

[bib37] Valadi H., Ekström K., Bossios A., Sjöstrand M., Lee J.J., Lötvall J.O. (2007). Exosome-mediated transfer of mRNAs and microRNAs is a novel mechanism of genetic exchange between cells. Nat. Cell Biol..

[bib38] Vegter E.L., van der Meer P., de Windt L.J., Pinto Y.M., Voors A.A. (2016). MicroRNAs in heart failure: from biomarker to target for therapy. Eur. J. Heart Fail..

[bib39] Wang L., Jia Q., Xinnong C., Xie Y., Yang Y., Zhang A., Liu R., Zhuo Y., Zhang J. (2019). Role of cardiac progenitor cell-derived exosome-mediated microRNA-210 in cardiovascular disease. J. Cell Mol. Med..

[bib40] Wang Z., Gagliardi M., Mohamadi R.M., Ahmed S.U., Labib M., Zhang L., Popescu S., Zhou Y., Sargent E.H., Keller G.M., Kelley S.O. (2020). Ultrasensitive and rapid quantification of rare tumorigenic stem cells in hPSC-derived cardiomyocyte populations. Sci. Adv..

[bib41] Wang Z., Lu Y., Yang B. (2011). MicroRNAs and atrial fibrillation: new fundamentals. Cardiovasc. Res..

[bib42] Wu P., Deng G., Sai X., Guo H., Huang H., Zhu P. (2021). Maturation strategies and limitations of induced pluripotent stem cell-derived cardiomyocytes. Biosci. Rep..

[bib43] Zhang B., Ji S., Ma F., Ma Q., Lu X., Chen X. (2016). miR-489 acts as a tumor suppressor in human gastric cancer by targeting PROX1. Am. J. Cancer Res..

[bib44] Zhao Y., Samal E., Srivastava D. (2005). Serum response factor regulates a muscle-specific microRNA that targets Hand2 during cardiogenesis. Nature.

[bib45] Zhou M., Hara H., Dai Y., Mou L., Cooper D.K.C., Wu C., Cai Z. (2016). Circulating Organ-Specific MicroRNAs Serve as Biomarkers in Organ-Specific Diseases: Implications for Organ Allo- and Xeno-Transplantation. Int. J. Mol. Sci..

# Supplementary material for: Seamless and non-destructive monitoring of extracellular microRNAs during cardiac differentiation from human pluripotent stem cells
**Source:** Stem Cell Reports. 2023 Sep 21;18(10):1925–39. doi: 10.1016/j.stemcr.2023.08.011
**Supplement:** Document S1. Figures S1–S6 and supplemental experimental procedures

**Supplemental Information**

**Seamless and non-destructive monitoring of extracellular microRNAs during cardiac differentiation from human pluripotent stem cells**

**Otoya Sekine, Sayaka Kanaami, Kanako Masumoto, Yuki Aihara, Yuika Morita-Umei, Hidenori Tani, Yusuke Soma, Tomohiko C. Umei, Kotaro Haga, Taijun Moriwaki, Yujiro Kawai, Masatoshi Ohno, Yoshikazu Kishino, Hideaki Kanazawa, Keiichi Fukuda, Masaki Ieda, and Shugo Tohyama**

# Figure S1

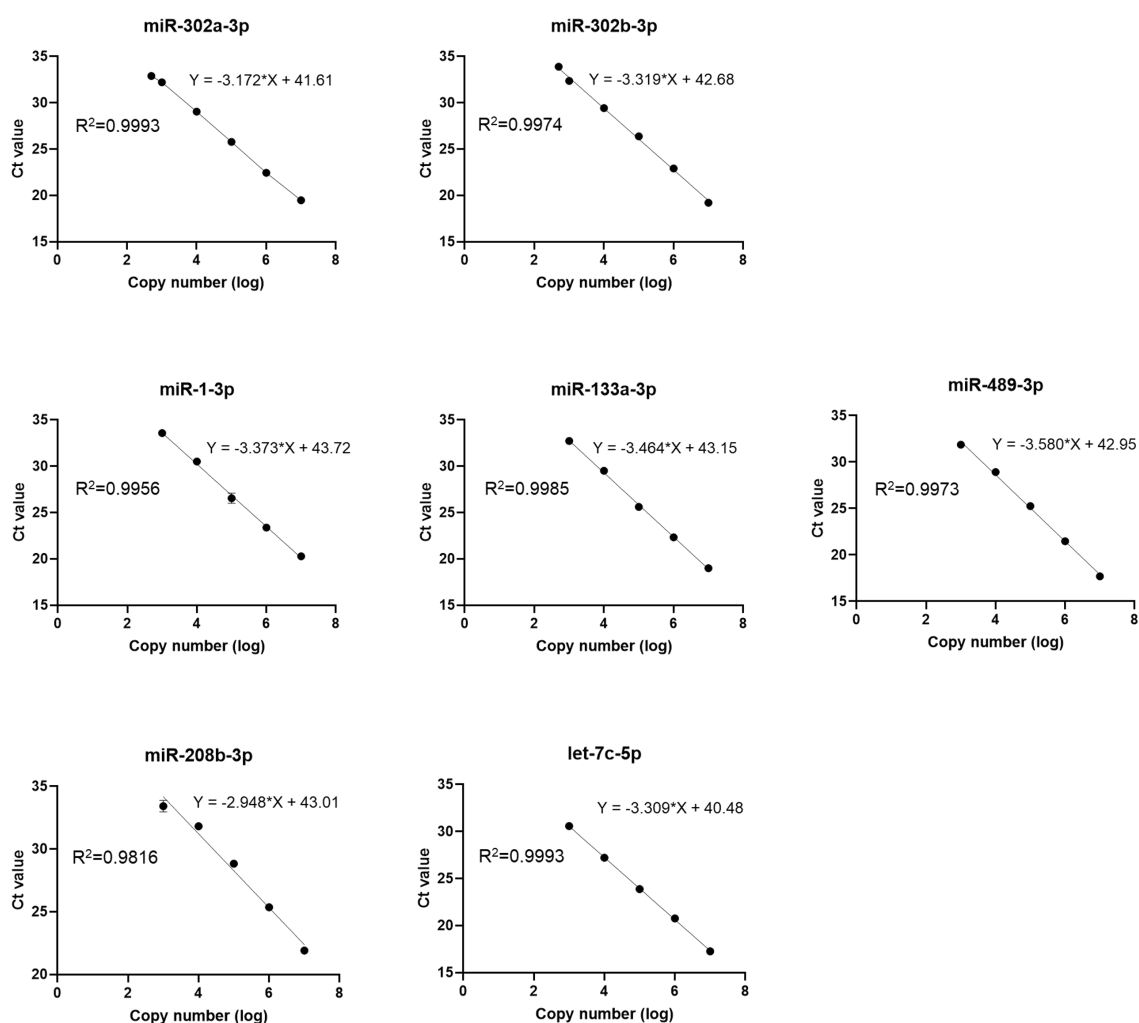

**Figure S1. Correlation between the number of copies of each synthetic miRNA and the Ct value in RT-qPCR, related to Figure 1.**

The linear dynamic changes between copy numbers and Ct values were  $1 \times 10^3$ – $1 \times 10^7$  copies for synthetic miR-489-3p, miR-1-3p, miR-133a-3p, miR-208b-3p, and let-7c-5p and from 500– $1 \times 10^7$  copies for synthetic miR-302a-3p and synthetic miR-302b-3p.  $R^2$ : Coefficient of determination.

Figure S2

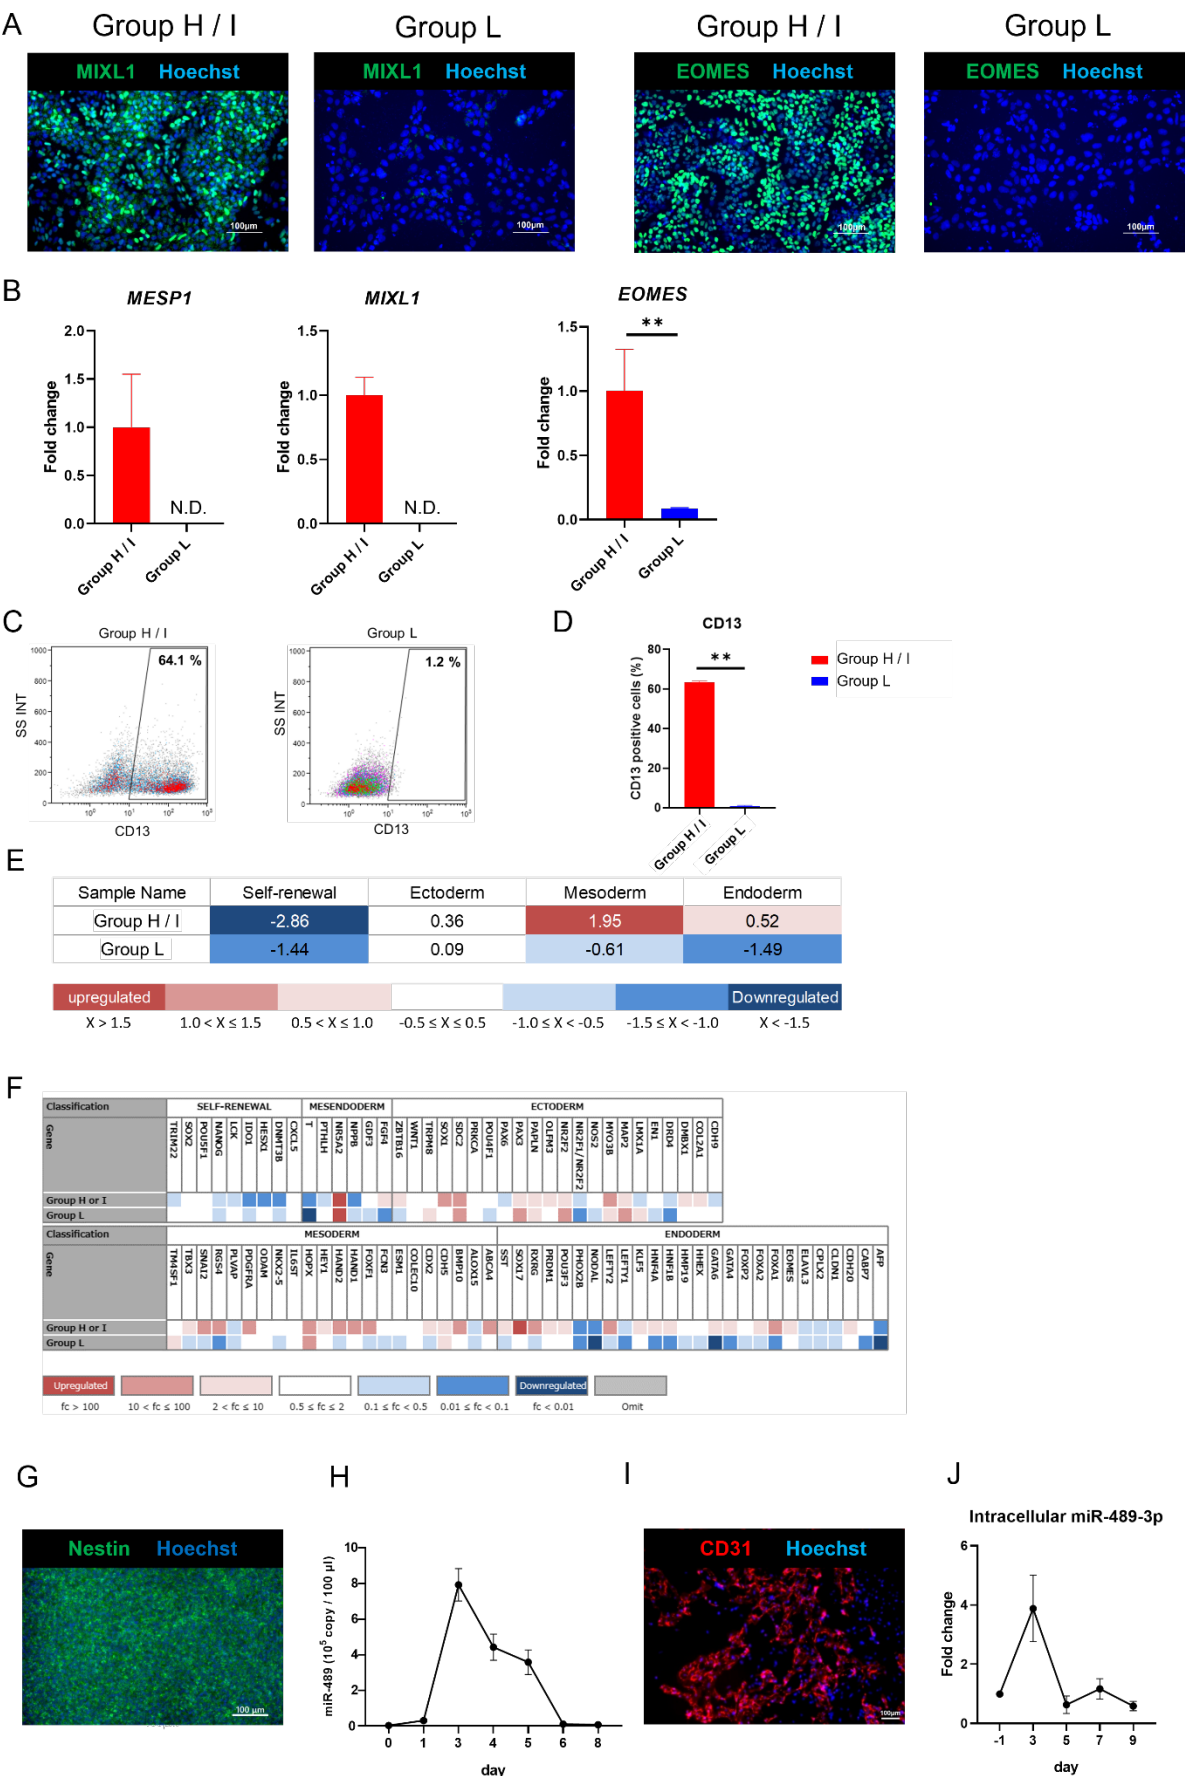

**Figure S2. Verification of the usefulness of miR-489-3p for monitoring mesoderm differentiation, related to Figure 2.**

(A) Immunostaining for MIXL1 or EOMES (green) and Hoechst (blue) in Groups H / I and L on day 3 differentiated from hiPSCs (253G4). Scale bar, 100  $\mu$ m.

(B) RT-qPCR analysis of the relative expression levels of *MESP1*, *MIXL1*, and *EOMES* in Groups H / I and L on day 3 (n = 4 independent experiments for 253G4 cell lines).

(C and D) Flow cytometry analysis of CD13-positive cells in Groups H / I and L on day 3 (n = 3 independent experiments for the 253G4 cell line).

(E) Scorecard analysis for Group H / I and L on day 3 differentiated from hiPSCs (253G4).

Algorithmic scores were generated by Scorecard analysis based on the expression of 96 genes per sample. Scores are a statistical comparison of the expression profile of the sample to that of the undifferentiated reference set.

(F) Heatmaps showing gene expression associated with trilineage differentiation and pluripotency in each sample. Colors correlate with the fold change in expression of the indicated gene relative to the undifferentiated reference set.

(G) Immunostaining for Nestin (green) and Hoechst (blue) in Neural stem cells on day 3 differentiated from hiPSCs (253G4). Scale bar, 100  $\mu$ m.

(H) miR-489-3p levels in the culture supernatant during endothelial cell differentiation from hiPSCs (n = 3 independent experiments for 253G4 cell lines).

(I) Immunostaining for CD31 (red) and Hoechst (blue) in endothelial cells differentiated from hiPSCs (253G4) on day 8. Scale bar, 100  $\mu$ m.

(J) miR-489-3p expression in the cells during mesoderm/cardiac differentiation from hiPSCs (n = 4 independent experiments for 253G4 cell lines).

Data are presented as mean  $\pm$  SD; \*p < 0.05; \*\*p < 0.01. All p values are determined with a ratio-paired *t*-test.

# Figure S3

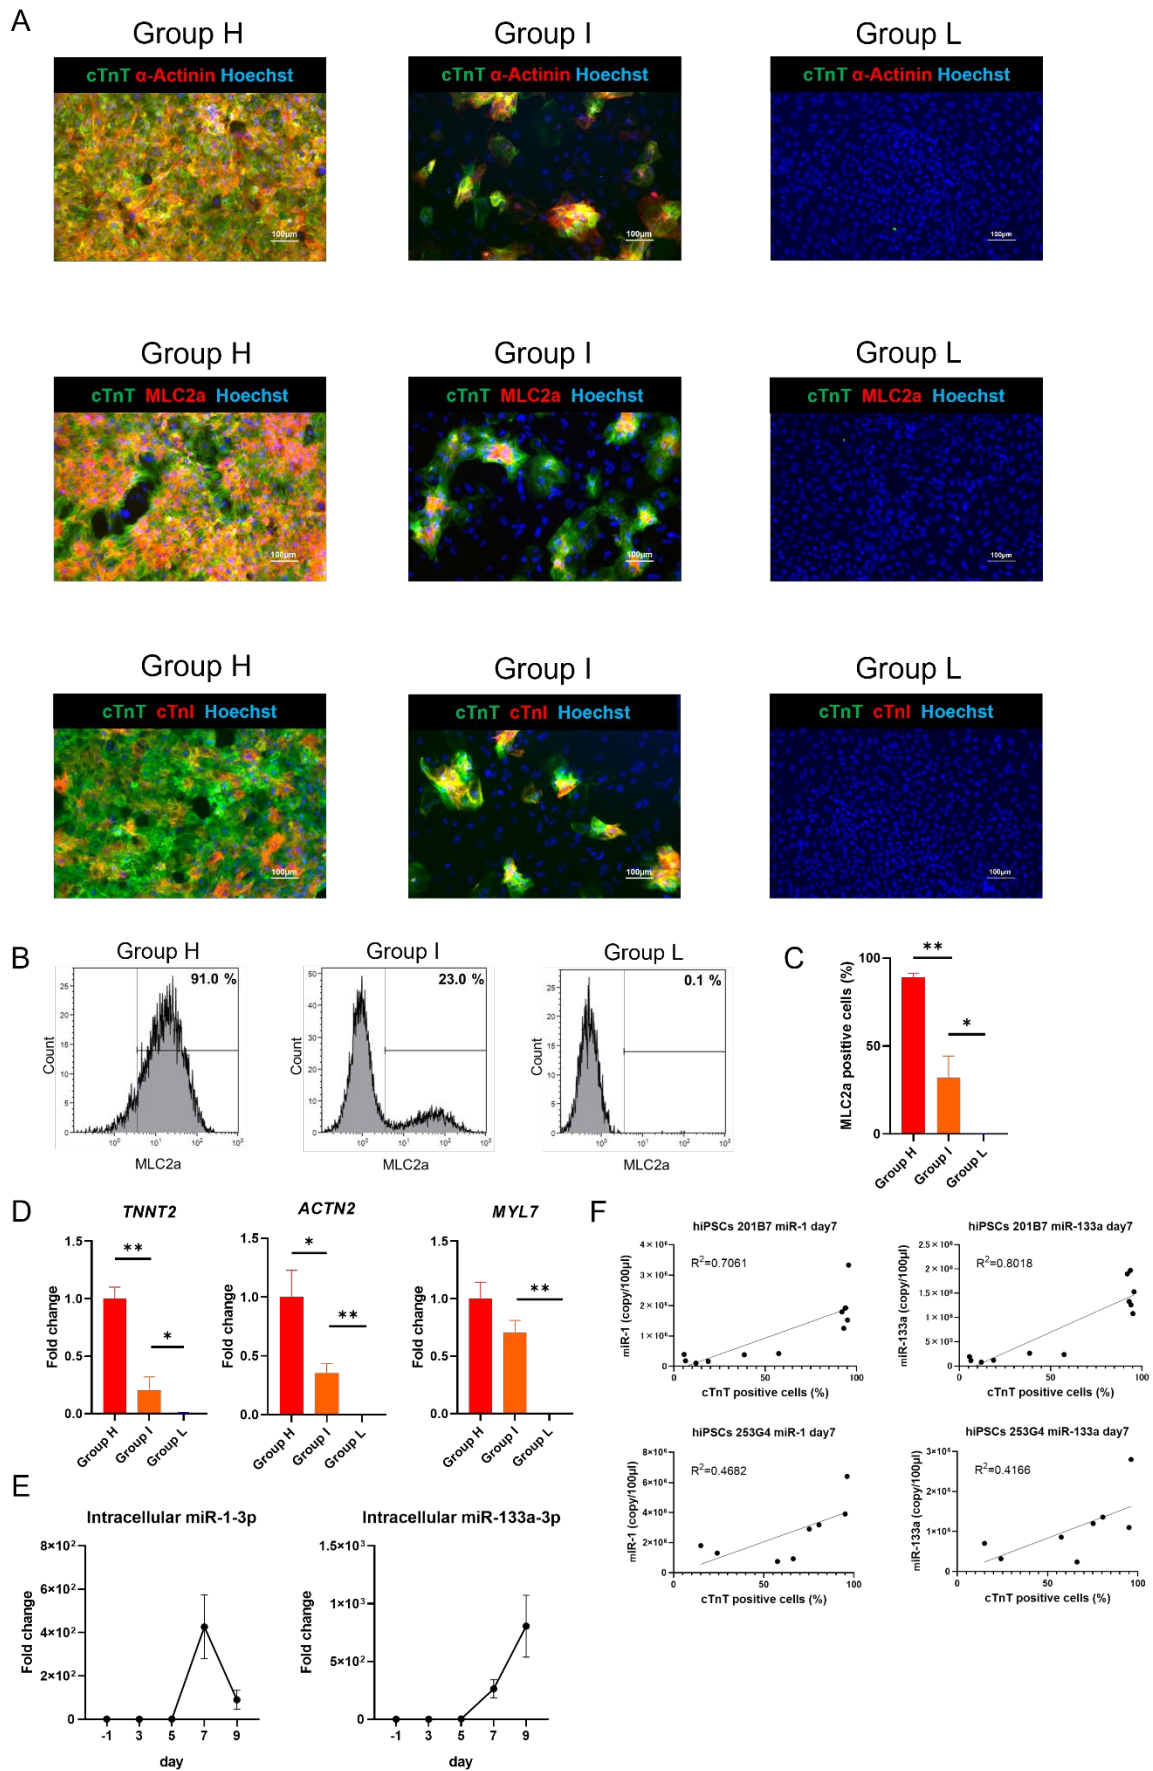

**Figure S3. Verification of the usefulness of miR-1-3p and miR-133a-3p for monitoring cardiac differentiation, related to Figure 3.**

(A) Immunostaining for  $\alpha$ -Actinin, MLC2a or cTnI (red), cTnT (green), and Hoechst (blue) in Groups H, I, and L on day 10 differentiated from hiPSCs (253G4). Scale bar, 100  $\mu$ m.

(B and C) Flow cytometry analysis for MLC2a-positive cells in Groups H, I, and L on day 10 (n = 4 independent experiments for the 253G4 cell line).

(D) RT-qPCR analysis of the relative gene expression of *TNNT2*, *ACTN2*, and *MYL7* in Groups H, I, and L on day 10 (n = 4 independent experiments for 253G4 cell lines).

(E) miR-1-3p and miR-133a-3p expression in the cells during cardiac differentiation from hiPSCs (n = 4 independent experiments for 253G4 cell lines).

(F) Correlation between the percentage of cardiac troponin T-positive cells on day 10 and the amount of miR-1,133a-3p in the culture supernatant on day 7.  $R^2$ : Coefficient of determination.

Data are presented as mean  $\pm$  SD; \*p < 0.05; \*\*p < 0.01. All p values are determined with a ratio-paired *t*-test.

Figure S4

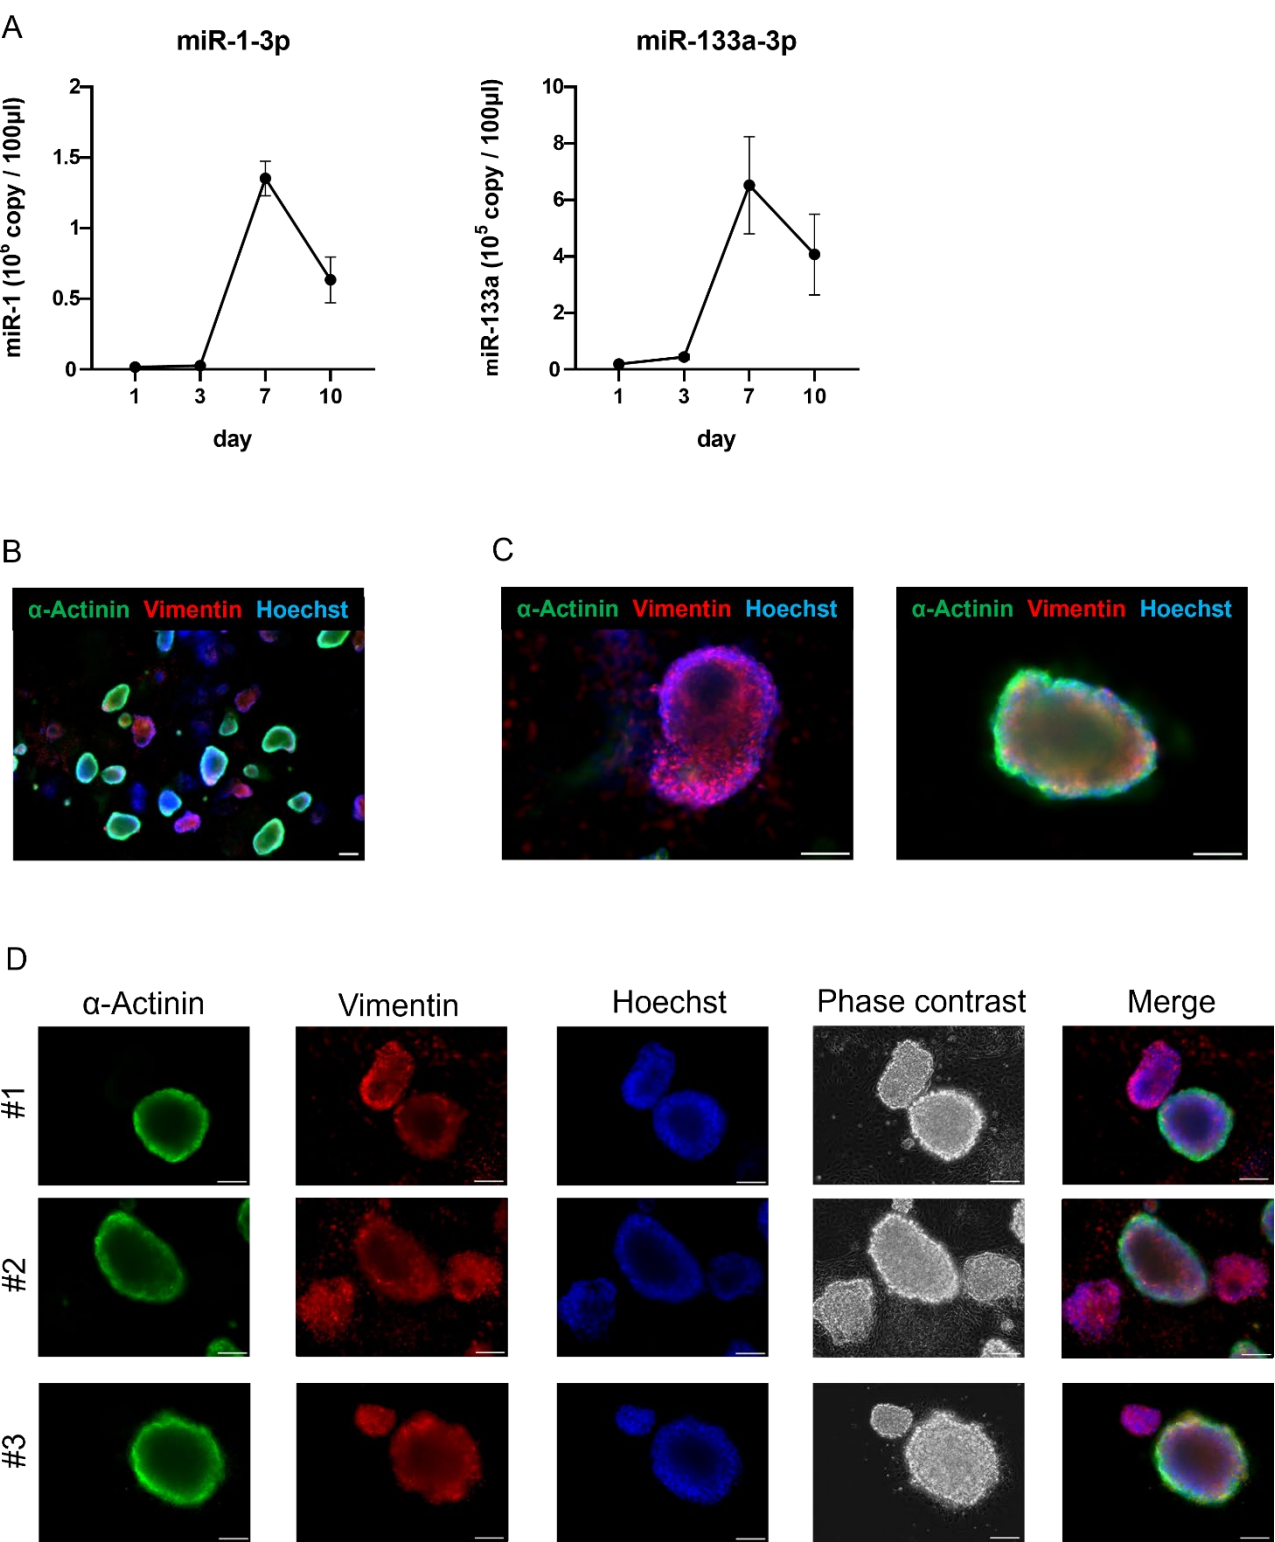

**Figure S4. Application of cardiac differentiation monitoring by measuring miR-1-3p and miR-133a-3p levels in culture supernatant to 3D culture, related to Figure 3.**

(A) miR-1-3p and miR-133a-3p levels in the culture supernatant during cardiac differentiation from hiPSC-CMs in 3D culture method using bioreactors (n = 3 independent experiments for 253G4 cell lines).

(B) Immunostaining of multiple cell aliquots differentiated from hiPSCs (253G4) with  $\alpha$ -Actinin (Green), Vimentin (red), and Hoechst (blue) collected when cultured in the same bioreactor for 3D culture. Scale bar, 200  $\mu$ m.

(C and D) Enlarged images of the part of Figure S2. Scale bar, 100  $\mu$ m.

Data are presented as mean  $\pm$  SD.

Figure S5

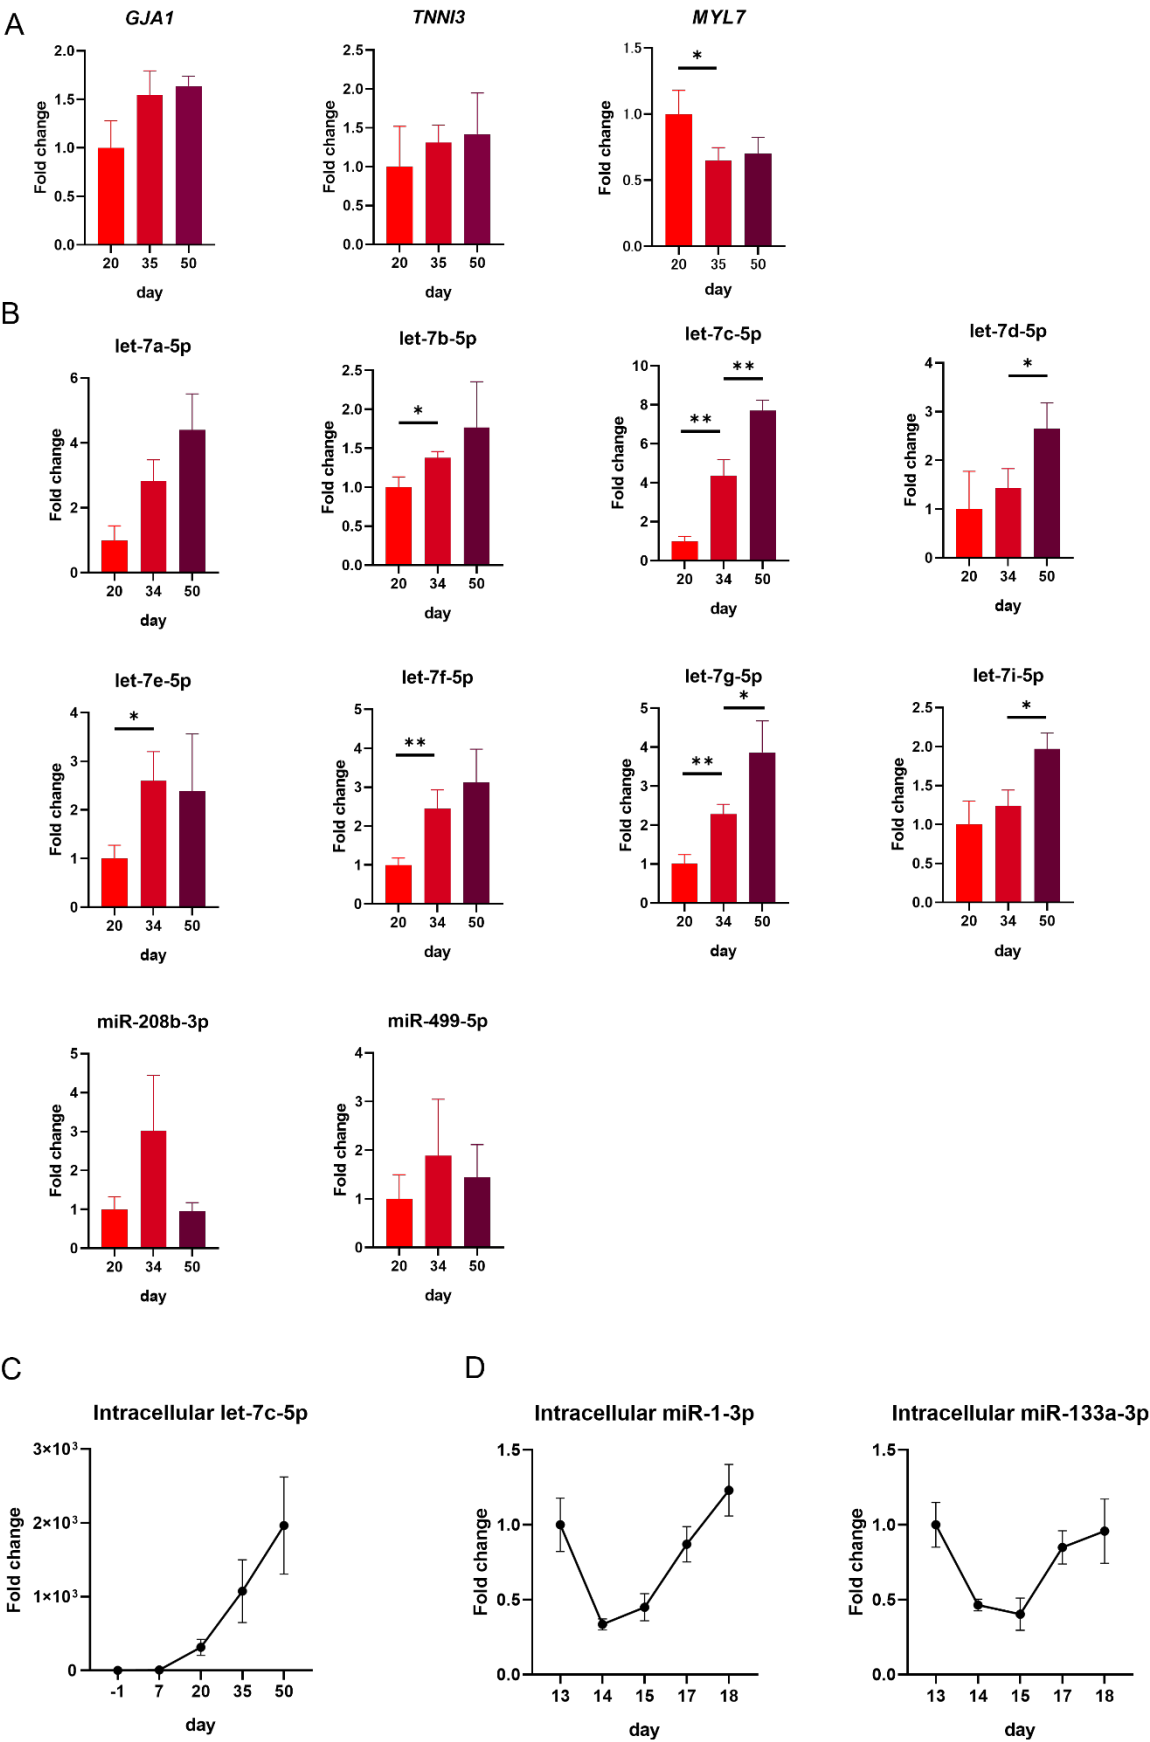

**Figure S5. miRNAs that significantly increase in the supernatant during cardiac maturation, related to Figure 5.**

(A) RT-qPCR analysis of the relative expression of *MYL7*, *GJA1*, and *TNNI3* in hiPSC-CMs on days 20, 35, and 50 measured by (n = 4 independent experiments for 253G4 cell lines).

(B) The fold change in the level of each miRNA in the culture supernatant during long-term culture of hiPSC-CMs on days 20, 34, and 50 (n = 3 independent experiments for the 253G4 cell lines).

(C) let-7c-5p expression in the cells during cardiac differentiation and maturation from hiPSCs (n = 4 independent experiments for 253G4 cell lines).

(D) miR-1-3p and miR-133a-3p expression in the cells during cardiac purification step (n = 3 independent experiments for 253G4 cell lines).

Data are presented as mean  $\pm$  SD; \*p < 0.05; \*\*p < 0.01. All p-values are determined with a ratio-paired *t*-test.

Figure S6

A

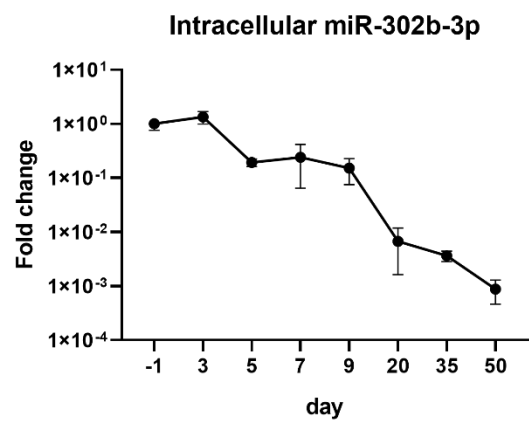

B

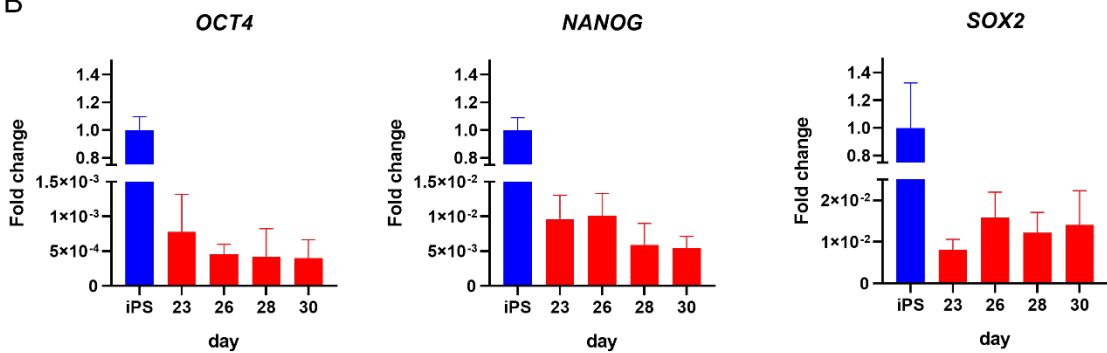

C

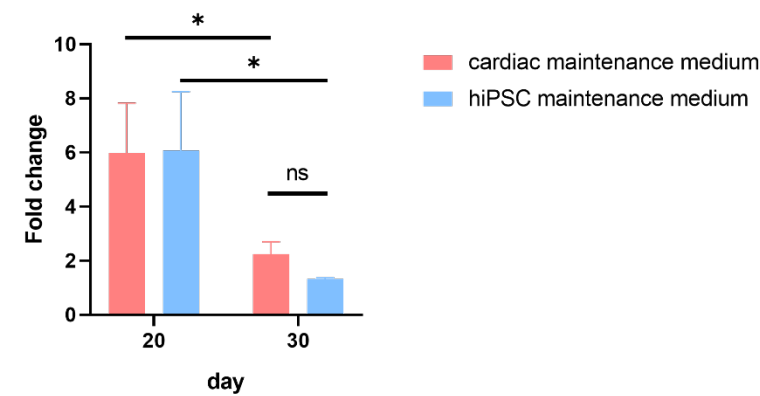

**Figure S6. Verification of the usefulness of miR-302b-3p for the detection of residual undifferentiated hiPSCs in hiPSC-CM cultures, related to Figure 6.**

(A) miR-302b-3p expression in the cells during cardiac differentiation and maturation from hiPSCs (n = 4 independent experiments for 253G4 cell lines).

(B) RT-qPCR analysis of the relative expression of *OCT4*, *NANOG*, and *SOX2* in pure hiPSCs and hiPSC-CMs on day 23, 26, 28, and 30 (n = 3 independent experiments for 253G4 cell lines).

(C) Intracellular expression of miR-302b-3p in hiPSC-CMs cultured under cardiac maintenance conditions and hiPSC maintenance conditions.

Data are presented as mean  $\pm$  SD; \*p < 0.05; \*\*p < 0.01. All p-values are determined with a ratio-paired *t*-test.

## **Experimental procedures**

### **Cell lines**

Human induced pluripotent stem cell (hiPSC) lines (253G4 and 201B7) were obtained from the Center for iPS Cell Research and Application (CiRA), Kyoto University. Clinical-grade HLA homozygous hiPSC line (QHJI14s04) was also obtained from CiRA (Yoshida et al., 2023). The HEK293T cell line was obtained from RIKEN BioResource Research Center.

### **Maintenance of hiPSC lines**

hiPSCs were maintained on Matrigel (Corning, 354230) or iMatrix511 (Nippi, NP892-011) coated plates in animal-free and chemically-defined hPSC maintenance medium (StemFit AS103C, Ajinomoto) (Kameda et al., 2022; Someya et al., 2021; Tohyama et al., 2017). Cells were routinely passaged every 5 or 6 days. After being washed with D-PBS (FUJIFILM Wako Pure Chemical, 045-29795), cells were dissociated using StemPro Accutase (Thermo Fisher Scientific, A1110501). Dissociated cells were collected in clinical-grade hiPSC maintenance medium, StemFit AS103C, with 10  $\mu$ M of CultureSure Y-27632 (FUJIFILM Wako Pure Chemical, 034-24024). Following centrifugation (300  $\times$  g for 4 min), supernatant aspiration, and addition of hPSC maintenance medium with Y-27632, the number of cells was counted with a Vi-CELL XR (Beckman Coulter), and about  $1 \times 10^5$  cells were then seeded onto a Matrigel- or iMatrix511-coated 10 cm plate. Media were changed every other day using the hPSC maintenance medium.

### **Maintenance of HEK293T cells**

HEK293T cells were maintained in DMEM (Gibco, 11885) supplemented with 10% fetal bovine serum (FBS) (Biowest, S1560-500) on 0.1% gelatin-coated plates. HEK293T cells were routinely passaged every 3 or 4 days using a similar procedure to the passaging of hiPSCs mentioned above but using DMEM plus 10% FBS.

### **Production of hiPSC-CMs and supernatant sampling**

hiPSC-derived cardiomyocytes (hiPSC-CMs) were generated as previously described (Tanosaki et al., 2022; Tohyama et al., 2017; Tohyama et al., 2016). Briefly, 4 days before day 0 hiPSCs were passaged onto Matrigel- or iMatrix511-coated plates and incubated with clinical-grade hPSC maintenance medium for 4 days to reach 90–100% confluent. On day 0, cells were washed with D-PBS and incubated in animal-free and chemically-defined cardiac differentiation medium (StemFit AS301, Ajinomoto) or RPMI1640 (FUJIFILM

Wako Pure Chemical, 189-02025) supplemented with 2% B27 supplement without insulin (Thermo Fisher Scientific, A1895601), 6  $\mu$ M CHIR99021 (FUJIFILM Wako Pure Chemical, 034-23103), and 1 ng/mL bone morphogenic protein 4 (BMP4) (R&D Systems, 314-BP) for 1 day. On day 1, cells were washed with D-PBS and incubated in clinical-grade StemFit AS301 or RPMI1640 supplemented with B27 supplement without insulin. The same procedure was followed on day 3 but 5  $\mu$ M IWR-1 (Sigma-Aldrich, I0161-25MG) was added. On day 5 or 6, the cells were washed and the medium was replaced with clinical-grade StemFit AS301 or RPMI1640 supplemented with B27 supplement without insulin. On day 7, cells were incubated in MEM $\alpha$  (Thermo Fisher Scientific, 12571-048) supplemented with 5% FBS (SAFC Bioscience Inc., 12003C or Biowest, S1560-500) and 2 mM sodium pyruvate (Sigma, S8636-100ML) for maintenance of hiPSC-CMs. On days 8–10, the cells were washed with D-PBS and dissociated using 0.25% Trypsin/1 mM EDTA. Cells were collected and resuspended in MEM $\alpha$  plus 5% FBS and counted using Vi-CELL (Beckman Coulter). Cells were plated in plates coated with collagen type I (AGC TECHNO GLASS, 4020-010) or iMatrix-221 (Nippi, NP892-061). On day 13, the culture medium was replaced with glucose and glutamine-free medium supplemented with 4 mM lactate, animal-free and chemically-defined cardiac purification medium (StemFit AS501, Ajinomoto) for metabolic selection (Tohyama *et al.*, 2016; Tohyama *et al.*, 2013). Four days after replacing the medium with clinical-grade cardiac purification medium (StemFit AS501, Ajinomoto), the culture medium was replaced by MEM $\alpha$  plus 5% FBS. On day 17 or later, cardiomyocytes were used for experiments. In the experiment to measure the amount of miR-489-3p, miR-1-3p, and miR-133a-3p secreted during the differentiation process, medium exchange and supernatant collection were performed from day –1 to day 9. In this differentiation process, we set three groups based on mesoderm and cardiac differentiation efficiency, high (Group H), intermediate (Group I), and low (Group L). In Group H, we produced hiPSC-derivatives with CHIR99021/BMP4 and IWR1. In Group I, we produced them with CHIR99021/BMP4 and without IWR1. In Group L, we produced them without CHIR99021/BMP4. In this experiment, the supernatant was collected at the time of the medium exchange. In collecting supernatant samples for miRNA microarray during the differentiation process, medium exchange and supernatant collection were performed as shown in **Figure 1A**. For the 3D culture method,  $4 \times 10^6$  hiPSCs in 25 mL of hPSC maintenance medium with 10  $\mu$ M Y-27632 were incubated in a single-use bioreactor (Biott, BWV-S03A) rotating at 60 rpm for 4 days before day 0, and hiPSC-CMs were subsequently induced following the same protocol as the 2D culture system.

## **Production of endothelial cells from hiPSCs**

Briefly, 4 days before day 0 hiPSCs were passaged onto Matrigel- or iMatrix511-coated plates and incubated with hPSC maintenance medium for 4 days to reach 90–100% confluence. On day 0, cells were washed with D-PBS and incubated in RPMI1640 supplemented with 2% B27 supplement without insulin, 2 mM GlutaMAX (Gibco, 35050061), 6  $\mu$ M CHIR99021, and 10 ng/mL BMP4 for 1 day. On day 1, cells were washed with D-PBS and incubated in RPMI1640 supplemented with B27 supplement without insulin, 2 mM GlutaMAX, and 10  $\mu$ g/ml bFGF (Ajinomoto). The same procedure was followed on day 3. On day 4, the medium was replaced with RPMI1640 supplemented with B27 supplement without insulin, GlutaMAX, and 100  $\mu$ g/mL VEGF (PeproTech, 100-20). On day 5, the cells were washed with D-PBS and dissociated using 0.25% Trypsin/1 mM EDTA and passaged onto Matrigel- or iMatrix511-coated plates and incubated with RPMI1640 supplemented with B27 supplement without insulin, GlutaMAX and 100  $\mu$ g/mL VEGF. On days 6 and 8, the medium was replaced with the same as before.

### **Production of neural cells from hiPSCs**

Ectodermal cells (Neural cells) were induced from hiPSCs using STEMdiff SMADi Neural Induction Kit (STEMCELL ST-08581). Briefly, hiPSCs were passaged onto Matrigel- or iMatrix511-coated plates at the density of  $2.0\text{--}2.5 \times 10^5$  cells/cm<sup>2</sup>. The cells were then incubated with attached medium supplemented with 10  $\mu$ M Y27632. The medium was changed to the same medium without Y27632 the next day and 2 days later. After 3 days, the cells were fixed in 4% paraformaldehyde (Muto Pure Chemicals, 33111) for 15–20 min and Immunostaining with Nestin was performed following the immunostaining protocol described below.

### **Immunofluorescence staining**

Cells were washed once with D-PBS and fixed in 4% paraformaldehyde (Muto Pure Chemicals, 33111) for 15–20 min. Cells were then washed with D-PBS, and treated with 0.1% Triton X (Sigma-Aldrich, T9284) for 5–15 min. Cells were then washed with PBS supplemented with 0.05% Tween-20 (Thermo Fisher Scientific, 28360) (PBS-T) and treated with a blocking solution of ImmunoBlock (KAC, CTKN001) for 1 h at room temperature or overnight at 4°C. Following primary incubation with a primary antibody diluted in ImmunoBlock overnight at 4°C, cells were washed twice with D-PBS and co-incubated with a secondary antibody diluted in ImmunoBlock at room temperature for 2 h. Cells were washed twice more with D-PBS and treated with 5  $\mu$ g/mL Hoechst 33342 (Thermo Fisher Scientific, H3570) at room temperature for 1 h. Finally, cells were washed twice with D-PBS and incubated in ImmunoBlock until staining was examined using BZ-X710

(Keyence). Immunofluorescence staining of cultured cells was performed using the following primary antibodies; anti-Brachyury T (Abcam, ab209665; 1:200), anti-MIXL1 (Proteintech Group Inc, 22772-1-AP; 1:100), anti-EOMES (Abcam, ab216870; 1:100), anti-CD31 (Abcam, ab28364; 1:50), and anti-Nestin (Abcam, ab 105389; 1:200), anti-OCT-3/4 (Abcam, ab200834; 1:200), anti-SSEA4 (Chemicon, MAB4304; 1:100), anti-cardiac Troponin T (Abcam, ab45932; 1:800, or Neomarkers, MS-295-P; 1:200), anti-cardiac Troponin I (Abcam, ab52862; 1:100), anti- $\alpha$ -Actinin (Abcam, ab137346; 1:100), anti-N-cadherin (Invitrogen, 333900; 1:100), anti-Connexin 43 (Sigma-Aldrich, C6219; 1:100), anti-MLC2a (Synaptic Systems C156F5 311011; 1:100), anti-MLC2v (Abcam, Cambridge, USA, ab 79935; 1:100), and anti-Vimentin (Abcam, ab8069; 1:1000) and using the following secondary antibodies: anti-rabbit IgG or anti-mouse IgG conjugated with Alexa Fluor 488, Alexa Fluor 546, or Alexa Fluor 594 (all from Thermo Fisher Scientific; 1:200).

### **Colony formation assay for detection of residual undifferentiated hPSCs**

The colony formation assay (CFA) was performed to confirm the absence of undifferentiated hiPSCs in the hiPSC-CMs used for experiments, following previous reports (Tano et al., 2014; Tohyama *et al.*, 2016). A total of  $3 \times 10^6$  HEK293T cells or hiPSC-CMs were seeded onto 6-well plates coated with iMatrix-511; the group without hiPSC contamination served as a negative control, the group contaminated with 0.001% hiPSCs served as a positive control, and the sample to be verified was also seeded  $3 \times 10^6$  cells/well. All groups were cultured in hPSC maintenance medium (StemFit AS103C, Ajinomoto) for 2 days. Subsequently, they were fixed with 4% paraformaldehyde, and OCT4 and SSEA4-positive colonies were detected via immunostaining. If a colony was detected in the positive control and not detected in the sample as well as the negative control, the contamination rate of residual undifferentiated hiPSCs in the sample is less than 0.001%.

### **Flow cytometry analysis**

Cells were washed with D-PBS and incubated with 0.25% Trypsin/1 mM EDTA or StemPro Accutase (Thermo Fisher Scientific) for 5 min. Following collection of the dissociated cells, they were centrifuged ( $300 \text{ g} \times 4 \text{ min}$ ), the supernatant was aspirated and the cells were fixed by adding 4% paraformaldehyde for 20 min. D-PBS was then added to the cells, and following centrifugation ( $300 \times \text{g}$  for 4 min) and supernatant aspiration, 0.1% Triton X was added for 5–15 min. Then, the cells were washed with PBS-T as mentioned above, dispensed into aliquot tubes with 100  $\mu\text{L}$  of a solution containing ImmunoBlock with 2  $\mu\text{L}$  of the specific antibody added

to each tube, and left in the dark for 15–20 min. Cells were washed with PBS, diluted in ImmunoBlock, and analyzed using a Gallios Flow Cytometer (Beckman Coulter). Antibodies used were: anti-REA Control FITC, human (Miltenyi Biotec, 130-118-354), anti-REA Control APC, human (Miltenyi Biotec, 130-118-546), anti-cardiac Troponin T (cTnT), human (Miltenyi Biotec, 130-119-575), anti-cardiac MLC2a, human (Miltenyi Biotec, 130-118-546), IgG1-PE Isotypic Control (IMMUNOTECH SAS, A07796), and anti-CD13-PE (IMMUNOTECH SAS, A07762).

### **RNA extraction and quantitative RT-PCR analysis**

Total RNA samples were extracted using ReliaPrep™ RNA Cell Miniprep System (Promega) according to the manufacturer's instructions. The concentration and purity of the RNA were measured using an ND-1000 spectrophotometer (Nanodrop) and the cDNA was synthesized using the Superscript First Strand Synthesis System (Invitrogen). The reactions were incubated in Simplicamp (Applied Biosystems) in a 96-well plate according to the manufacturer's instructions. Quantitative PCR (qPCR) was performed using FastStart Essential DNA Probes Master (Roche). The reactions were incubated in a LightCycler® 96 System (Roche) in a 96-well plate at 95°C for 10 min, followed by 40 cycles of 95°C for 15 sec and 60°C for 1 min. The threshold cycle (Ct) was defined as the fractional cycle number at which the fluorescence passed the fixed threshold. The amount of mRNA was normalized against that of GAPDH mRNA. RT primers, PCR primers, and probes were purchased as TaqMan™ Gene expression Assays from ThermoFisher Scientific (*GAPDH*, Hs02758991; *TNNT2*, Hs00943911; *ACTN2*, Hs00153809; *MYL2*, Hs00166405; *MYL7*, Hs01085598; *TNNI3*, Hs0016957; *GJA1*, Hs00748445; *EOMES*, Hs00172872; *MIXL1*, Hs00430824; *MESP1*, Hs00251489; *NANOG*, Hs02387400; *OCT4*, Hs04260367; *SOX2*, and Hs04234836). In the TaqMan hPSC Scorecard Panel assay, according to the manufacturer's protocol, the cDNA was synthesized using the High-Capacity cDNA Reverse Transcription Kit with RNase Inhibitor (Applied Biosystems); PCR was performed using 2 × TaqMan Fast Advanced Master Mix (Applied Biosystems) and the reactions were incubated in StepOnePlus Real-Time PCR System (Applied Biosystems) in a 96-well plate. Analysis was performed by inputting data into the hPSC Scorecard analysis software (Thermo Fisher Scientific).

### **miRNA microarray analysis**

Total RNA including miRNA was isolated from cell culture supernatant using a miRNeasy Serum/Plasma Kit (Qiagen, Valencia, CA). RNA quantity and quality were determined using an Agilent 2100 Bioanalyzer

(Agilent Technologies, Inc.). RNA was labeled with cyanine 3 (Cy3) using miRNA Complete Labeling and Hyb Kit (Agilent Technologies, Inc.) following the manufacturer's instructions. Briefly, RNA was dephosphorylated using Calf Intestinal Alkaline Phosphatase (CIP) Master Mix incubated at 37°C for 30 min. Dephosphorylated RNA was denatured with DMSO incubated at 100°C for 5 min and then immediately transferred to ice for 2 min. These products were mixed with a Ligation Master Mix for T4 RNA Ligase and Cy3-pCp (Cyanine 3-Cytidine biphosphate) and incubated at 16°C for 2 h. Labeled RNA was dried using a vacuum concentrator at 55°C for 1.5 h. Cy3-pCp-labeled RNA was hybridized on Agilent Human miRNA Microarray (Design ID: 070156) array at 55°C for 20 h. After washing, microarrays were scanned using an Agilent SureScan Microarray Scanner System (G4900DA). Intensity values for each scanned feature were quantified using Agilent Feature Extraction software version 12.1.1.1, which performs background subtractions. To identify miRNAs that are useful for monitoring mesoderm/cardiac differentiation and maturation processes, we evaluated the expression ratio of each miRNA at two specific time points. For the residual undifferentiated markers and the mesoderm/cardiac differentiation markers, we selected those with high expression ratios in the respective appropriate pair of samples and considered any reported significance as markers in the literature, if available. As criteria for selecting cardiac maturation markers, we considered not only a higher expression ratio in day 51 samples compared to day 9, day 21, and day 35 samples but also a consistent trend of either remaining constant or increasing monotonically over time.

### **Microarray analysis**

Total RNA was isolated from cell culture supernatant using a ReliaPrep™ RNA Cell Miniprep System (Promega) according to the manufacturer's instructions. Total RNA quantity and quality were determined using NanoDrop One spectrophotometer (Thermo Fisher Scientific Inc.) and Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA). For cRNA amplification and labeling, Agilent Low Input Quick Amp Labeling Kit (Agilent Technologies) was used following the manufacturer's instructions. Briefly, total RNA was reverse-transcribed to double-strand cDNA using poly dT-T7 promoter primer at 65°C for 10 min, then incubated at 40°C for 2 h with 5X First Strand Buffer, 0.1 M DTT, 10 mM dNTP mix, and Affinity Script Rnase Block Mix. The Affinity Script enzyme was inactivated at 70°C for 15 min. The cDNA products were used as templates for in vitro transcription to generate fluorescent cRNA. cDNA template were combined with 5x Transcription Buffer, 0.1 M DTT, NTP mix, T7 RNA polymerase, and Cyanine3-CTP, followed by incubation at 40°C for 2 h. Labeled cRNAs were purified using Rneasy mini spin columns (Qiagen) and eluted in 30 µl

of nuclease-free water. The cRNA quantity and Cyanine-3 (Cy3) dye incorporation were determined using NanoDrop One spectrophotometer and Agilent 2100 Bioanalyzer. For each hybridization, 0.60 µg of Cy3 dye-labeled cRNA were fragmented and hybridized at 65°C for 17 h using the Agilent SurePrint G3 Human GE v3 8x60K Microarray (Design ID: 072363). After washing, the microarrays were scanned using Agilent SureScan Microarray Scanner (G4900DA). 

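The intensity of a spot is the brightness of the Cy3 dye at the place of 1 probe after the software's background subtraction and its correction for trends across the array. The deposited array files name the scanner as G2600D and an earlier version of the extraction software. The median local background of the spots was 23 on the linear intensity scale on each of the 3 arrays.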

Intensity values of each scanned feature were quantified using Agilent Feature Extraction software version 12.1.1.1, which performs background subtractions. 

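Feature Extraction marks each spot with flags, and the number of spots behind each flag was counted among those for transcripts. On the arrays of days 20, 35, and 50, 18671, 18906, and 16724 spots were not positive and significant, and 29664, 29705, and 29353 were not well above background. Non-uniform spots numbered 7, 11, and 23, and population outliers 70, 82, and 120. No spot was saturated (0 on each array). Spots that were both positive and significant and well above background made up 51.3%, 51.2%, and 51.8% of the transcript spots.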

We only used features that were flagged as no errors (Detected flags) and excluded features that were not positive, significant, uniform, above background, and saturated, and population outliers (Not Detected and Compromised flags). 

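Quantile normalization gives all arrays one shared distribution of values, so that each probe keeps its rank within its array and takes the average value of that rank. Before it, the median log2 intensity over the transcript probes was 2.78, 2.83, and 3.04 on days 20, 35, and 50, and the 75th percentile was 6.31, 6.25, and 6.13. Afterwards the arrays shared a median of 2.88 and a 75th percentile of 6.23. The step removes any difference in overall brightness between days. At the top of the range, where few probes share a rank, it also sets the size of a difference: MYH7 ranked 3 in brightness on days 35 and 50, and therefore had one value on both.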

Quantile Normalization was performed using Agilent GeneSpring software version 14.9.1.

### **Calcium transients**

To examine intracellular calcium transients, hiPSC-CMs were incubated in 1mM Cal 520, AM (AAT Bioquest, 21130) for 90 min at 37°C and analyzed with a BZ-X710 microscope and BZ-X800 Analyzer (Keyence) 30 min after room temperature incubation. The time to 50% decay was calculated from the decreasing limbs of the transients.

### **Statistical analysis**

All statistical analysis was performed using Prism (GraphPad). All data are expressed as mean ± SD. All differences between the two group analyses were determined with the paired t-test.  $P < 0.05$  was considered statistically significant.

## REFERENCES

- Kameda, K., Someya, S., Fujita, J., Fukuda, K., and Tohyama, S. (2022). Protocol for enhanced proliferation of human pluripotent stem cells in tryptophan-fortified media. *STAR Protoc* 3, 101341. 10.1016/j.xpro.2022.101341.
- Someya, S., Tohyama, S., Kameda, K., Tanosaki, S., Morita, Y., Sasaki, K., Kang, M.I., Kishino, Y., Okada, M., Tani, H., et al. (2021). Tryptophan Metabolism Regulates Proliferative Capacity of Human Pluripotent Stem Cells. *iScience* 24, 102090. 10.1016/j.isci.2021.102090.
- Tano, K., Yasuda, S., Kuroda, T., Saito, H., Umezawa, A., and Sato, Y. (2014). A novel in vitro method for detecting undifferentiated human pluripotent stem cells as impurities in cell therapy products using a highly efficient culture system. *PLoS One* 9, e110496. 10.1371/journal.pone.0110496.
- Tanosaki, S., Akiyama, T., Kanaami, S., Fujita, J., Ko, M.S.H., Fukuda, K., and Tohyama, S. (2022). Purification of cardiomyocytes and neurons derived from human pluripotent stem cells by inhibition of de novo fatty acid synthesis. *STAR Protoc* 3, 101360. 10.1016/j.xpro.2022.101360.
- Tohyama, S., Fujita, J., Fujita, C., Yamaguchi, M., Kanaami, S., Ohno, R., Sakamoto, K., Kodama, M., Kurokawa, J., Kanazawa, H., et al. (2017). Efficient Large-Scale 2D Culture System for Human Induced Pluripotent Stem Cells and Differentiated Cardiomyocytes. *Stem Cell Reports* 9, 1406-1414. 10.1016/j.stemcr.2017.08.025.
- Tohyama, S., Fujita, J., Hishiki, T., Matsuura, T., Hattori, F., Ohno, R., Kanazawa, H., Seki, T., Nakajima, K., Kishino, Y., et al. (2016). Glutamine Oxidation Is Indispensable for Survival of Human Pluripotent Stem Cells. *Cell Metab* 23, 663-674. 10.1016/j.cmet.2016.03.001.
- Tohyama, S., Hattori, F., Sano, M., Hishiki, T., Nagahata, Y., Matsuura, T., Hashimoto, H., Suzuki, T., Yamashita, H., Satoh, Y., et al. (2013). Distinct metabolic flow enables large-scale purification of mouse and human pluripotent stem cell-derived cardiomyocytes. *Cell Stem Cell* 12, 127-137. 10.1016/j.stem.2012.09.013.
- Yoshida, S., Kato, T.M., Sato, Y., Umekage, M., Ichisaka, T., Tsukahara, M., Takasu, N., and Yamanaka, S. (2023). A clinical-grade HLA haplobank of human induced pluripotent stem cells matching approximately 40% of the Japanese population. *Med (N Y)* 4, 51-66.e10. 10.1016/j.medj.2022.10.003.

# Supplementary material for: Seamless and non-destructive monitoring of extracellular microRNAs during cardiac differentiation from human pluripotent stem cells
**Source:** Stem Cell Reports. 2023 Sep 21;18(10):1925–39. doi: 10.1016/j.stemcr.2023.08.011
**Supplement:** Document S2. Article plus supplemental information

# Seamless and non-destructive monitoring of extracellular microRNAs during cardiac differentiation from human pluripotent stem cells

Otoya Sekine,<sup>1</sup> Sayaka Kanaami,<sup>1,3</sup> Kanako Masumoto,<sup>4</sup> Yuki Aihara,<sup>4</sup> Yuika Morita-Umei,<sup>1,5</sup> Hidenori Tani,<sup>1,6</sup> Yusuke Soma,<sup>1</sup> Tomohiko C. Umei,<sup>1</sup> Kotaro Haga,<sup>1</sup> Taijun Moriwaki,<sup>1</sup> Yujiro Kawai,<sup>2</sup> Masatoshi Ohno,<sup>2</sup> Yoshikazu Kishino,<sup>1</sup> Hideaki Kanazawa,<sup>1</sup> Keiichi Fukuda,<sup>1,3</sup> Masaki Ieda,<sup>1</sup> and Shugo Tohyama<sup>1,\*</sup>

<https://doi.org/10.1016/j.stemcr.2023.08.011>

## SUMMARY

Monitoring cardiac differentiation and maturation from human pluripotent stem cells (hPSCs) and detecting residual undifferentiated hPSCs are indispensable for the development of cardiac regenerative therapy. MicroRNA (miRNA) is secreted from cells into the extracellular space, and its role as a biomarker is attracting attention. Here, we performed an miRNA array analysis of supernatants during the process of cardiac differentiation and maturation from hPSCs. We demonstrated that the quantification of extracellular miR-489-3p and miR-1/133a-3p levels enabled the monitoring of mesoderm and cardiac differentiation, respectively, even in clinical-grade mass culture systems. Moreover, extracellular let-7c-5p levels showed the greatest increase with cardiac maturation during long-term culture. We also verified that residual undifferentiated hPSCs in hPSC-derived cardiomyocytes (hPSC-CMs) were detectable by measuring miR-302b-3p expression, with a detection sensitivity of 0.01%. Collectively, we demonstrate that our method of seamlessly monitoring specific miRNAs secreted into the supernatant is non-destructive and effective for the quality evaluation of hPSC-CMs.

## INTRODUCTION

Severe heart failure is a common ailment globally. Although several drug- and device-based therapies are being developed, currently, the only treatment that can fundamentally improve severely reduced heart function is heart transplantation, because the impaired heart does not self-regenerate. Unfortunately, because heart transplantation cannot become a standard treatment because of donor shortages, alternative treatments are required (Khush et al., 2018). Cardiac regenerative therapy using human pluripotent stem cells (hPSCs) is a novel technique that is currently attracting attention (Kawaguchi et al., 2021; Shiba et al., 2016; Takahashi et al., 2007) and rapidly advancing into clinical realization. However, hundreds of millions of cells are needed to treat a single patient with heart failure. Thus, developing a quality evaluation method for cardiomyocytes (CMs) derived from hPSCs is indispensable. Particularly, detecting residual undifferentiated hPSCs, which may cause teratoma after transplantation, is vital (Miura et al., 2009; Sekine et al., 2020). In addition, the differentiation of a large number of hPSC-derived CMs (hPSC-CMs) required for transplantation is expensive, and the cardiac differentiation efficiency is inconsistent, despite recent advances in the differentiation protocols. Hence, a method for monitoring the mesoderm and cardiac

differentiation efficiency is also required to avoid unproductive large-scale culture with wasted costs and efforts (Morita et al., 2022). Moreover, because the maturity of hPSC-CMs affects the engraftment rate and arrhythmia after transplantation (Funakoshi et al., 2016; Wu et al., 2021), methods for evaluating the maturity of hPSC-CMs for transplantation are also required. However, generally, in the evaluation of the quality of final products, some cells are destroyed, indicating that the cells that will actually be transplanted cannot be evaluated directly, and many costly produced cells are required for quality evaluation. Therefore, the ideal scenario is to develop a non-destructive method for quality evaluation during mesoderm/cardiac differentiation and maturation from hPSCs.

MicroRNAs (miRNAs) are non-coding single-stranded ribonucleotides containing about 22 nucleotides that can bind to mRNA at the poly-adenylated tail end (3'-UTR) in the non-coding region to inhibit or promote its degradation (Ambros, 2004; He and Hannon, 2004; Huntzinger and Izaurralde, 2011). miRNAs are secreted from cells bound to specific proteins or encapsulated in exosomes (Turchinovich et al., 2011), and their biological function and role as a biomarker are being investigated (Creemers et al., 2012; Zhou et al., 2016). Many studies have shown that detecting miRNAs secreted in body fluids can be used as a diagnostic and prognostic tool for several diseases

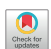

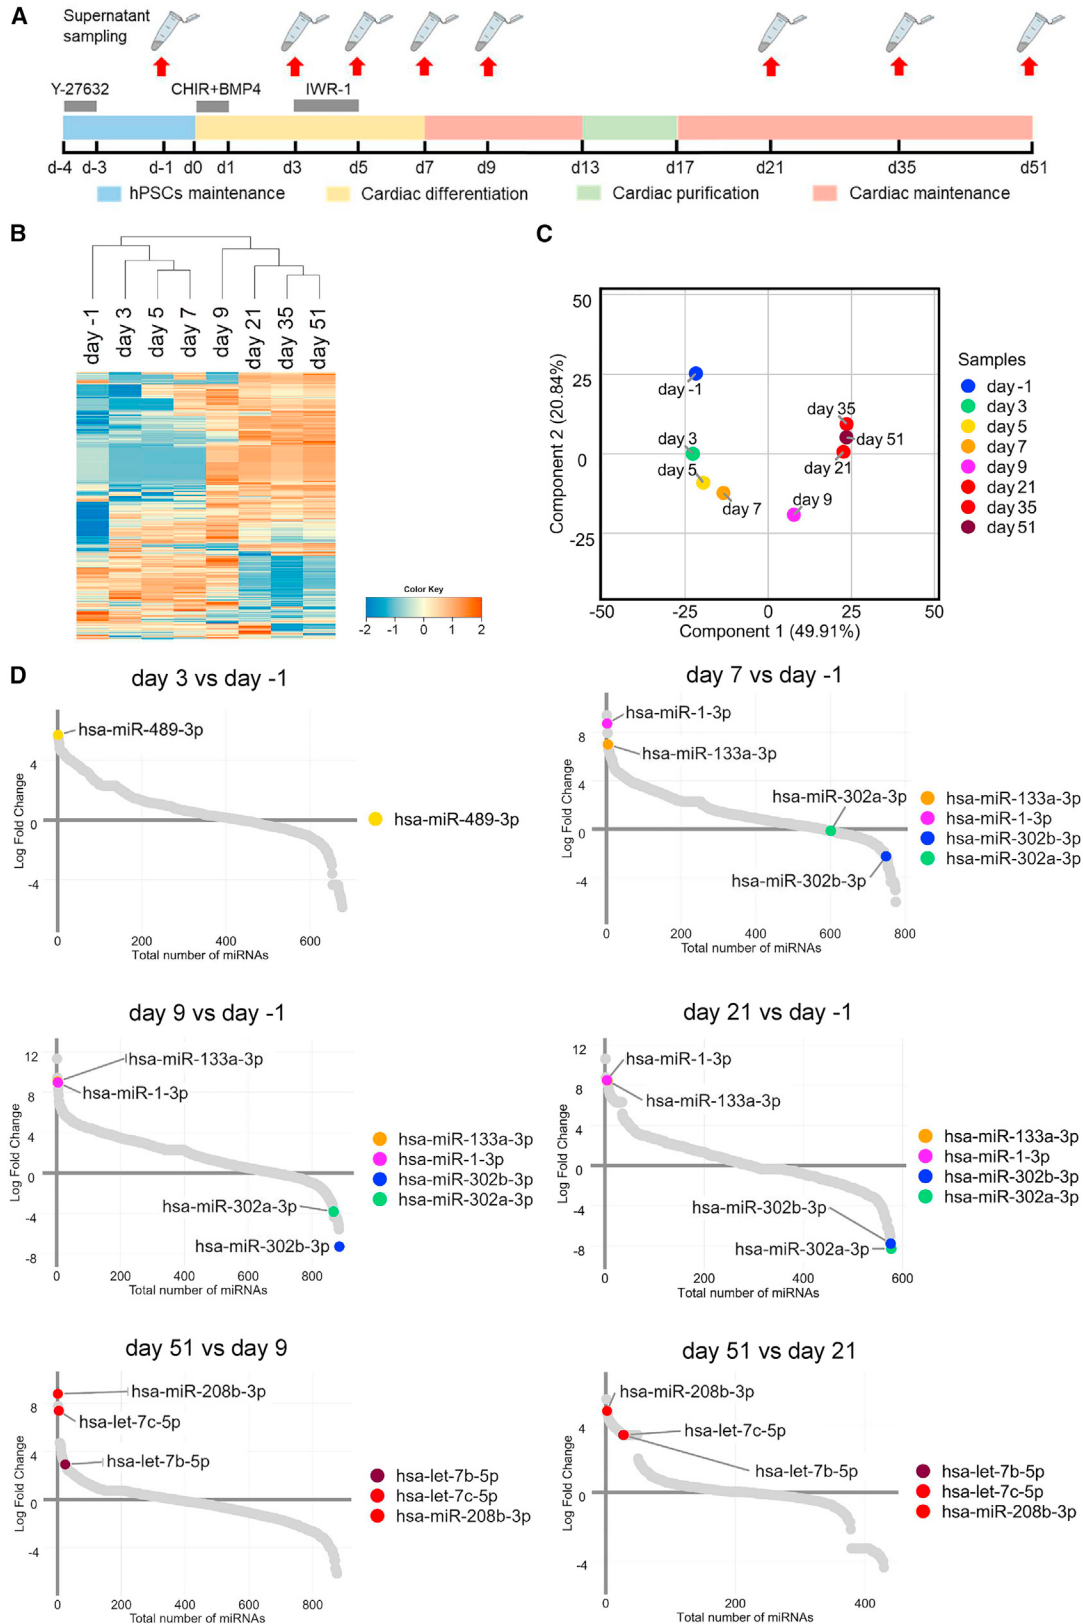

(legend on next page)

(Schwarzenbach et al., 2011; Vegter et al., 2016; Wang et al., 2011). As for their biological function, some miRNAs secreted from hPSC-derivatives or cardiac progenitor cells improve impaired cardiac function (Jung et al., 2017; Wang et al., 2019). We previously developed an efficient method for extracting miRNAs from the supernatant and accurately quantifying them (Masumoto et al., 2022) and hypothesized that quantifying the miRNA in the culture supernatant could be a useful, non-destructive method for quality evaluation during mesoderm/cardiac differentiation and maturation from hPSCs.

In this study, we investigated which miRNAs were the most suitable for the detection of residual undifferentiated hPSCs and monitoring mesoderm/cardiac differentiation and maturation, and eventually identified undifferentiated human induced PSC (hiPSC)-, mesodermal cell-, immature CM-, and matured CM-specific secreted miRNAs via a miRNA array analysis using supernatant samples during the mesoderm/cardiac differentiation and maturation process from hiPSCs. We also applied the findings to a clinical-grade hiPSC-CMs production system for regenerative therapy.

## RESULTS

### miRNA array analysis of the supernatant during cardiac differentiation and maturation

First, we performed a miRNA array analysis to analyze the miRNAs secreted into the supernatant during the mesoderm/cardiac differentiation and maturation process from hiPSCs. Supernatant samples were collected on day -1, day 3, day 5, day 7, day 9, day 21, day 35, and day 51 (Figure 1A). We identified 925 miRNAs secreted in these supernatants, most of which overlapped among samples (Figure 1B). Principal component analysis showed that the miRNA profiles secreted into the supernatant changed dramatically during the mesoderm/cardiac differentiation and maturation process (Figure 1C). To identify the miRNAs useful for monitoring the mesoderm/cardiac differentiation and maturation process, the ratio of the expression of each miRNA at two specific time points was assessed. The miRNAs with a high ratio of day 3 to day -1 were used as markers for mesoderm differentiation, those with a high ratio of day 7 (or day 9) to day -1 were used as markers for

cardiac differentiation, those with a high ratio of day 51 to day 9 (or day 21, day 35) were used as markers for cardiac maturation, and those with a high ratio of day -1 to day 9 (or day 21) were used as markers for residual undifferentiated hiPSCs in hiPSC-CMs. From these data, we extracted the candidate miRNAs for each stage. Among those miRNAs with the highest ratios at the various stages, we selected miR-489-3p as a marker for mesoderm differentiation; miR-1-3p and miR-133a-3p as markers for cardiac differentiation; miR-208b-3p, let-7b-5p, and let-7c-5p as markers for cardiac maturation; and miR-302a-3p and miR-302b-3p as markers for residual undifferentiated hPSCs (Figure 1D). We then performed real-time RT-qPCR analyses for these miRNAs, confirmed by following the Minimum Information for Publication of Quantitative Real-Time PCR Experiment guidelines (Bustin et al., 2009). The linear dynamic changes between copy numbers and cycle threshold (Ct) values were observed from  $1 \times 10^3$  to  $1 \times 10^7$  copies for synthetic miR-489-3p, miR-1-3p, miR-133a-3p, miR-208b-3p, and let-7c-5p and from 500– $10^7$  copies for synthetic miR-302b-3p and synthetic miR-302a-3p (Figure S1). Within this range, the measured Ct values were converted into absolute copy numbers using a standard curve generated from synthetic miRNAs.

### Monitoring of mesoderm and cardiac differentiation

To investigate whether the expressions of miR-489-3p, miR-1-3p, and miR-133a-3p change according to the differentiation efficiency, we measured the levels of miRNAs secreted in the supernatant during mesoderm and cardiac differentiation from hiPSCs using RT-qPCR. For efficient cardiac differentiation, we sequentially supplemented GSK3 $\beta$  inhibitor (CHIR99021), bone morphogenic protein (BMP) 4, and Wnt inhibitor (IWR1) to RPMI medium plus B27 without insulin. Subsequently, to control the differentiation efficiency, we induced CMs with or without CHIR99021, BMP4, and IWR1 and eventually divided the cells into three groups: high differentiation efficiency (group H), intermediate differentiation efficiency (group I), and low differentiation efficiency (group L) (Figure 2A). To confirm mesoderm differentiation, immunofluorescence staining for Brachyury T, MIXL1, and EOMES was performed after differentiation. The results showed that almost all cells were positive for Brachyury T, MIXL1, and EOMES in groups H and I (H/I), whereas no positive cells

### Figure 1. The profile of miRNAs secreted into the supernatant during cardiac differentiation verified by miRNA array analysis

- (A) Differentiation protocol for cardiac differentiation from hiPSCs (253G4) and the timing of supernatant collection are shown.  
(B) Heatmap showing the changes in expression levels of all miRNAs detected in the supernatant during cardiac differentiation.  
(C) Principal component analysis showing stepwise changes in the profile of miRNAs secreted into the supernatant during cardiac differentiation.  
(D) The ratio of each miRNA's expression in the supernatant between two specific time points arranged in descending order. miRNAs with particularly high ratios are selected.

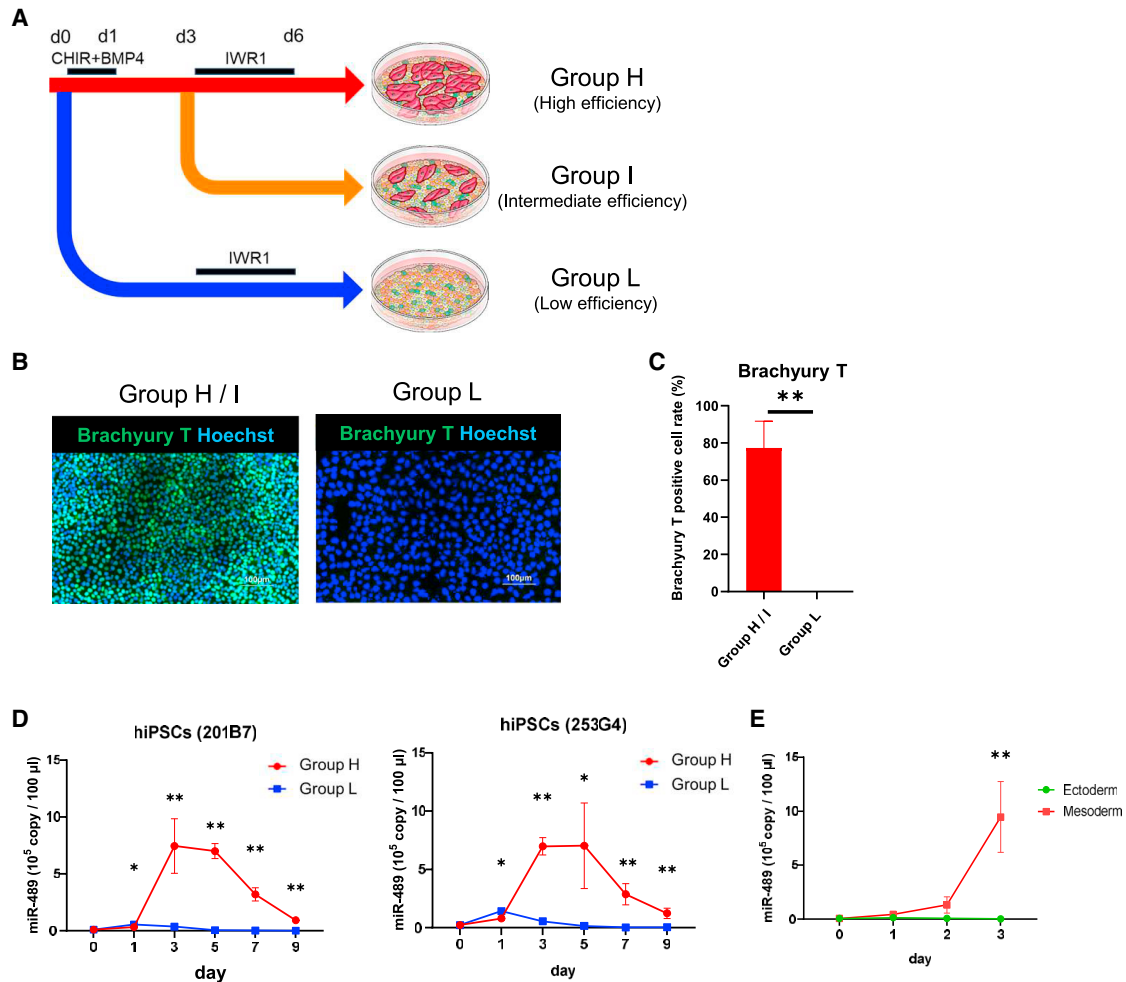

**Figure 2. Changes in the levels of miR-489-3p secreted into the culture supernatant during mesoderm and cardiac differentiation**

(A) Mesoderm and cardiac differentiation protocol induced with or without CHIR99021, BMP4, and IWR1, and divided into three groups: high differentiation efficiency (group H), intermediate differentiation efficiency (group I), and low differentiation efficiency (group L). (B) Immunostaining for Brachyury T (green) and Hoechst (blue) in group H/I and L on day 1 differentiated from hiPSCs (253G4). Scale bar, 100 μm.

(C) Mesoderm differentiation efficiency described by measuring the Brachyury T-positive cell proportion (n = 3 independent experiments for 253G4 cell lines).

(D) miR-489-3p levels in the culture supernatant during cardiac differentiation in groups H and L (n = 3 independent experiments for both the 201B7 and 253G4 cell lines).

(E) miR-489-3p levels in the culture supernatant during neural and cardiac differentiation from hiPSCs (n = 3 independent experiments for 253G4 cell lines). Data are presented as mean ± SD; \*p < 0.05; \*\*p < 0.01. All p values are determined with a ratio-paired t test.

were detected in group L (Figures 2B and S2A). The mesoderm differentiation efficiency, i.e., the proportion of Brachyury T-positive cells in immunofluorescence-stained images for hiPSCs (253G4), was 77.3% ± 14.4% in group H/I and 0% in group L (Figure 2C). We also performed RT-qPCR to detect the expression levels of *MESP1*, *EOMES*, and *MIXL1* on day 3 and observed high expression of these markers in group H/I but no or poor expression in group L (Figure S2B). Moreover, because CD13 is known as one of cardiac mesoderm markers (Skelton et al., 2016), we evalu-

ated CD13-positive cells using flow cytometry and observed a high proportion of CD13-positive cells in group H/I (63.4% ± 0.5%), whereas few cells were positive in group L (0.9% ± 0.3%) on day 3 after differentiation (Figures S2C and S2D). We also examined the tri-lineage differentiation ability and pluripotent marker gene expression of the two groups on day 3 using Scorecard assays, which generate an algorithmic score based on the expression of 96 genes analyzed via qPCR (Bock et al., 2011). Group H/I showed higher mesoderm scores and lower

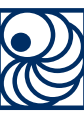

scores for pluripotency. In contrast, group L showed lower mesoderm scores and higher ectoderm scores (Figures S2E and S2F). These results indicate that group H/I was well differentiated predominantly in the mesoderm lineage and group L showed the tendency of ectoderm differentiation. Notably, miR-489-3p expression level in the supernatant during the differentiation process increased sharply on day 3 in group H, whereas there was no increase in group L (Figure 2D). Based on the data of Scorecard assays in group L, we also performed neural differentiation from hiPSCs as a representative of ectodermal differentiation and confirmed that increased miR-489-3p expression was not observed during neural differentiation (Figures 2E and S2G). In addition, for other mesoderm cell lineages, miR-489-3p expression was significantly increased during endothelial cell differentiation from hiPSCs on day 3 after differentiation (Figures S2H and S2I). We also assessed intracellular miR-489-3p expression during cardiac differentiation from hiPSCs and observed a marked increase on day 3 (Figure S2J). These results indicate that miR-489-3p is useful for monitoring mesoderm differentiation.

In addition, to confirm cardiac differentiation in groups H, I, and L, cardiac differentiation efficiency was determined by measuring the proportion of cardiac troponin T-positive cells via flow cytometry on day 10 after differentiation. The percentage positivity was  $94.0\% \pm 1.4\%$  (201B7) and  $86.8\% \pm 10.5\%$  (253G4) in group H,  $23.1\% \pm 20.7\%$  (201B7) and  $40.8\% \pm 25.0\%$  (253G4) in group I, and  $0.2\% \pm 0.1\%$  (201B7) and  $0.1 \pm 0.2\%$  (253G4) in group L (Figures 3B and 3C). The proportion of cardiac MLC2a-positive cells, determined via flow cytometry, tended to be generally consistent with that of cTnT-positive cells for each group on day 10 (Figures S3B and S3C). In addition, immunofluorescent staining for several cardiac markers (cTnT,  $\alpha$ -actinin, MLC2a, and cTnI) showed that the percentage of cardiac marker-positive cells was significantly higher in group H than in group I, and almost non-existent in group L on day 10 after differentiation (Figures 3A and S3A). We performed RT-qPCR to detect the expression levels of *TNNT2*, *ACTN2*, and *MYL7* and observed high expression of these markers in group H, moderate expression in group I, and poor expression in group L (Figure S3D). The RT-qPCR data showed that the expression level of miR-1-3p in the supernatant during cardiac differentiation transiently increased on day 7, then dramatically decreased on day 8. In contrast, miR-133a-3p expression in the supernatant increased continuously from days 7–8. The expression levels of both miRNAs were significantly different between group H/I after day 7 (Figure 3D). Intracellular miR-1-3p and miR-133a-3p expression levels were also evaluated and showed the same trend as in the supernatant (Figure S3E). The coefficient of determination for the correlation between the cardiac differentiation effi-

ciency and the expression levels of miR-1-3p and miR-133a-3p in the supernatant on day 7 were 0.7061 and 0.8018, respectively, for 201B7 hiPSCs, and 0.5731 and 0.4815, respectively, for 253G4 hiPSCs (Figure S3F). These results indicate that measuring extracellular miR-1-3p and miR-133a-3p levels is useful for monitoring cardiac differentiation efficiency.

To verify the adaptability in three-dimensional (3D) culture, we evaluated the expression levels of miR-1-3p and miR-133a-3p in the supernatant in the 3D culture system using a bioreactor and observed a sharp increase in their levels on day 7 (Figure S4A). Immunostaining of multiple cell aliquots from the same bioreactor for  $\alpha$ -actinin and vimentin showed large variations in the cardiac differentiation efficiency for each embryoid body (Figures S4B–S4D). These data suggest that assessing differentiation efficiency using a subset of cells within a 3D culture system can result in variability. In contrast, our method using miRNAs in the supernatant, which reflects the whole cell population, holds potential for application in 3D culture systems.

#### Application of the monitoring system in a clinical-grade mass culture system

To apply our findings to a clinical-grade mass culture system, we induced CMs from the human leukocyte antigen homozygous hiPSC line QHJ114s04 for clinical use using animal-free and chemically defined culture medium with large four-layer culture plates and investigated whether high or low cardiac differentiation efficiency could be determined by measuring the levels of miR-1-3p and miR-133a-3p in the supernatant (Figure 4A). In this experiment, sampling of supernatants was performed during the standard cardiac differentiation protocol each time (Figure 4A), the proportion of cTnT-positive cells was measured via flow cytometry, and the batches were divided into high ( $>90\%$ ;  $94.8\% \pm 3.0\%$ ) and intermediate differentiation efficiency groups ( $<65\%$ ;  $49.1\% \pm 13.3\%$ ) (Figures 4B and 4C). The expression levels of miR-1-3p and miR-133a-3p on day 7 were significantly different between the two groups (Figure 4D). The coefficients of determination for the correlation between the cardiac differentiation efficiency and the expression levels of miR-1-3p and miR-133a-3p in the supernatant on day 7 were 0.7466 and 0.7216, respectively, suggesting that high and intermediate efficiency batches can be distinguished nondestructively at an early stage in cardiac differentiation (Figure 4E).

#### Monitoring of cardiac maturation

Long-term culture of hiPSC-CMs promotes maturation (Karbassi et al., 2020; Tani and Tohyama, 2022; Wu et al., 2021). Therefore, we performed immunostaining and RT-qPCR for maturation-related markers and

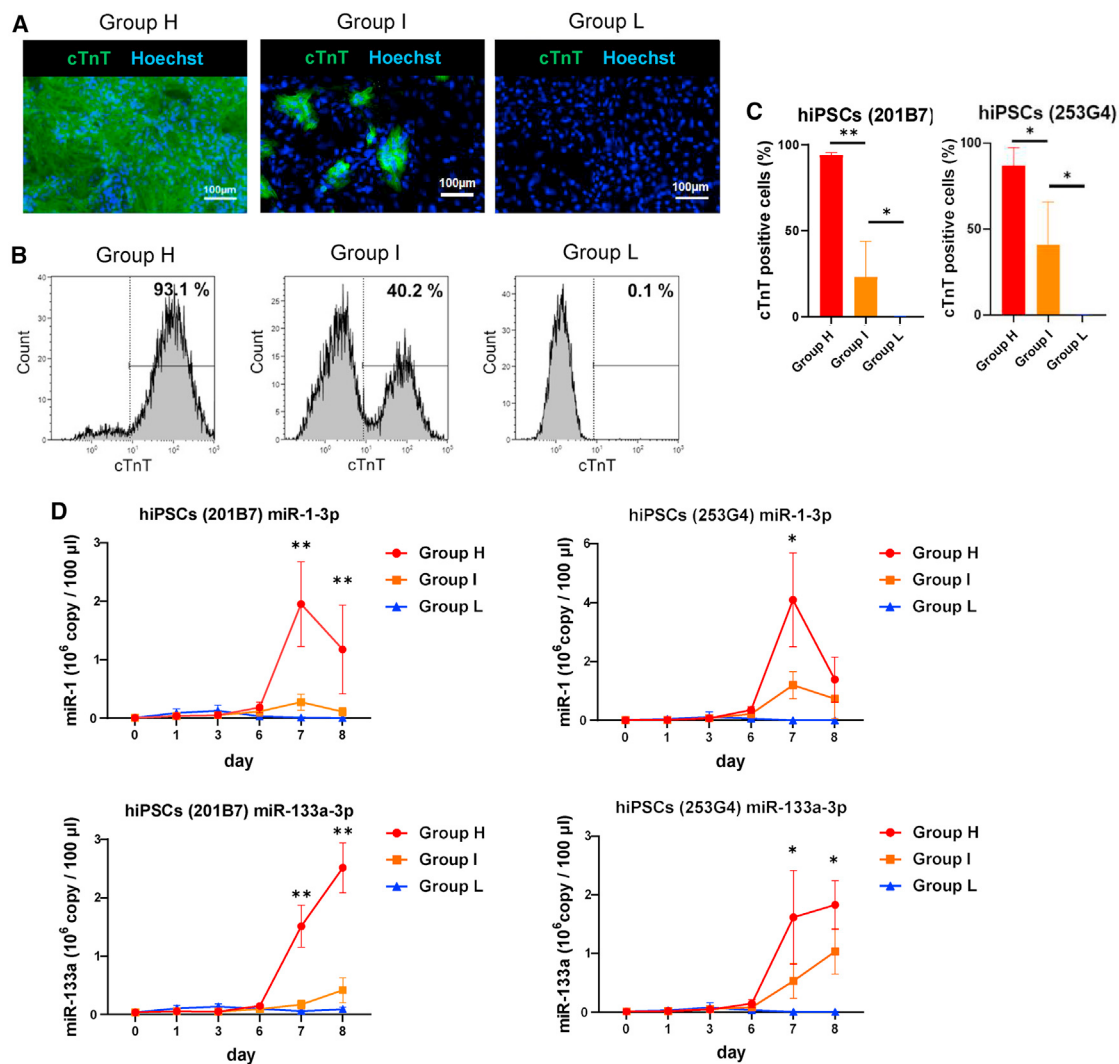

**Figure 3. Changes in the levels of miR-1-3p, and miR-133a-3p secreted into the culture supernatant during cardiac differentiation** (A) Immunostaining for cardiac troponin T (cTnT) (green) and Hoechst (blue) in groups H, I, and L on day 10 differentiated from hiPSCs (253G4). Scale bar, 100  $\mu$ m. (B and C) Flow cytometry analysis for cTnT-positive cells in groups H, I, and L on day 10 (n = 6 independent experiments for the 201B7 cell line and n = 4 independent experiments for the 253G4 cell line). (D) miR-1-3p and miR-133a-3p levels in the culture supernatant during cardiac differentiation for groups H, I, and L (n = 6 independent experiments for the 201B7 cell line and n = 4 independent experiments for the 253G4 cell line). Statistical analysis was performed between group H and I. Data are presented as mean  $\pm$  SD; \*p < 0.05; \*\*p < 0.01. All p values are determined with a ratio-paired t test.

confirmed that hiPSC-CMs displayed mature profiles after long-term culture in cardiac maintenance medium (low-glucose medium [MEM $\alpha$ ] plus 5% fetal bovine serum [FBS]) (Figures 5A, 5C, and 5S). Immunostaining for N-cadherin showed a marked increase in cell area during the long-term culture process from days 20–50 (Figure 5B). To comprehensively evaluate the changes in gene expressions during long-term culture, transcriptome analysis was performed on hiPSC-CMs on days 20, 35, and 50, and increased expression of multiple cardiac maturation

markers was observed (Figure 5D). Moreover, to confirm physiological maturation during long-term culture, Ca transient was examined in hiPSC-CMs on days 20 and 50. We demonstrated that long-term culture increased the peak amplitude of fluorescence (F/F<sub>0</sub>) and maximal upstroke velocity, prolonged 50% time to decay, and reduced the beating rate, suggesting physiological cardiac maturation (Figures 5E and 5F). Next, to identify maturation-related miRNAs in the supernatant, we performed RT-qPCR for let-7b-5p, let-7c-5p, and miR-208b-3p, which

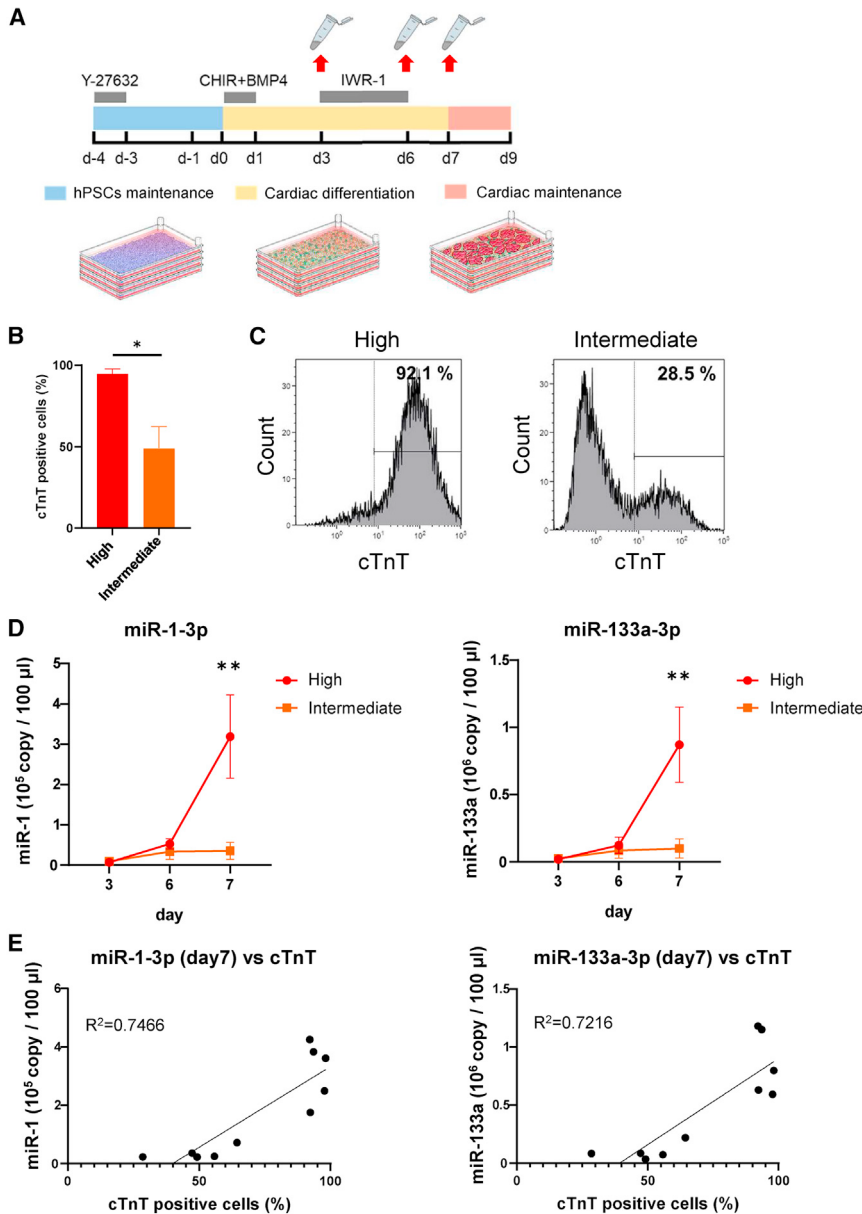

**Figure 4. Application of cardiac differentiation monitoring by measuring miR-1-3p and miR-133a-3p levels in culture supernatant under clinical-grade large-scale culture**

(A) Differentiation protocol for cardiac differentiation from hiPSCs in clinical-grade large-scale cultures and the timing of supernatant collection are shown.

(B and C) Flow cytometry analysis for cTnT-positive cells in two groups on day 10 (n = 5 independent experiments).

(D) miR-1-3p and miR-133a-3p levels in the culture supernatant during cardiac differentiation in groups High and Intermediate (n = 5 independent experiments).

(E) Correlation between the percentage of cTnT-positive cells on day 10 and the amount of miR-1-3p and miR-133a-3p in the culture supernatant on day 7. R<sup>2</sup>, Coefficient of determination. Data are presented as mean  $\pm$  SD; \*p < 0.05; \*\*p < 0.01. All p values are determined with a ratio-paired t test.

were listed as candidate molecules based on our miRNA array data. The results showed that the expression of let-7b-5p and miR-208b-3p in the supernatant did not significantly increase, whereas that of let-7c-5p markedly increased over time (Figures 5G, 5H, and 5S). We further assessed the expression of other let-7 family miRNAs and miR-499-5p, which is reported to be a CM-specific miRNA, in the supernatant and observed no remarkable increases in the expression of these markers over time compared with let-7c-5p (Figure 5S). The expression of intracellular let-7c-5p expression showed a remarkable increase during the mesoderm/cardiac differentiation and maturation (Figure 5S). We also evaluated the expression

How the deposited data were processed for this re-analysis (not part of the article)

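Cellular RNA of hiPSC-CMs on days 20, 35, and 50 of culture was measured on Agilent SurePrint G3 Human GE v3 arrays with the dye Cy3, with 1 array per day. The miRNA arrays of the supernatants and the RT-qPCR, immunostaining, and Ca transient experiments are not analysed here.

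The authors deposited, for each array, the background-subtracted intensity of each spot on a linear scale, as Agilent's Feature Extraction software wrote it. The authors also deposited a table of log2 values, 1 per probe and array; its ranks within an array are those of the intensities (Spearman's rho rounds to 1 on each day) and its quartiles are shared by the 3 arrays, as after quantile normalization. It held 58341 probe names and 0 columns of other samples. It was used as an alternative.

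From the spot intensities, control spots, non-uniform spots, and population outliers were left out, log2 was taken, and repeated spots of a probe were averaged. All transcript probes of the 3 arrays were then quantile normalized together, since the paper's methods name this step; 41 probes without a value on every array were dropped. A probe counted as detected where most of its spots were positive and significant and well above background. Genes were named through the RefSeq table of GRCh38.p14 where the probe's accession was in it, without versions, and otherwise by the name in the array files: 31104 of 58201 probes matched, and 3367 of these took another name than the files give, for example CRIPTO for TDGF1. No coordinates were taken from that table. Probe positions are those of the array files (hg19). The paper's text does not name a rule for genes with several probes; the probe with the highest mean was used here, and passages say where the others differ.

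A difference between days is a difference of log2 values between 2 arrays. With 1 array per day it has no replicate check, so no p-value, standard error, or confidence interval is given. The spread between probes is an SD of the difference as measured by 2 probes of a gene, scaled from the median gap between them. It covers technical error only. A change of at least 2-fold was counted among genes above background on both days. Where a probe was dim on 1 day, only a bound is given, and no fold where it was dim on both.

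Lists of genes were compared by their median difference. The lists of cell cycle, fibroblast and stromal, smooth muscle, endothelial, pluripotency, let-7 repressed, fatty acid oxidation, glycolysis, cardiomyocyte structure, reference, and miRNA host genes were written beforehand, and those of immediate early, atrial, and ventricular genes after the values had been seen. The percentile of a list's median among 10000 random lists of the same size, matched on mean signal in 20 bins, is given as a description of these arrays. No such comparison was made for the markers of Fig. 5D, which the paper draws from these arrays.

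The genes named are the markers of Fig. 5D, of which 1 is included in the counts and medians but not reported singly here, other genes the paper names for these cells (MYL7, GJA1, TNNT2, POU5F1, NANOG, SOX2, LIN28A, and LIN28B), members of the lists where needed, and the 5 largest increases and 5 largest decreases between days 20 and 50 among genes detected on all 3 arrays that moved the same way in both intervals. Other genes are said to be chosen after their values were seen.

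The alternatives were scaling each array to the 75th percentile, to the median of detected probes, or to the spike-in controls; quantile normalization over detected probes only; normexp background correction of the mean signal with an offset of 50 in limma, followed by quantile normalization; the authors' deposited log2 table; the mean of a gene's probes; only genes detected on all 3 arrays; no filter on dim probes; and leaving out saturated spots. The scripts were tested on simulated arrays of 22302 genes with 200 changed genes between days 20 and 50, and 100% of the changed and 0% of the unchanged genes were called at 2-fold. The simulated changes were log2 differences of 2 in genes with 1 probe well above background. The simulated noise was only as large as that between repeated spots. The real spread between probes is larger, so these shares check the code and are not error rates of the real 2-fold counts. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3, and limma 3.58.1 were used.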

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

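The tests of shared sequence between SNAR probes, of the immediate early genes, and of the atrial and ventricular genes were chosen only after their results were seen.

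The paper discusses the 20 markers of Fig. 5D, and signals appeared in other genes. Between days 20 and 50, 1731 genes outside that panel rose at least 2-fold. The largest increases among genes detected on all 3 arrays that moved the same way in both intervals were those of PDE1C (log2 difference 6.30), XIRP2 (6.12), MFAP4 (5.15), HSPB6 (5.02), and SOX3 (4.88). PDE1C went from 4.47 on day 20 to 10.01 on day 35 and 10.77 on day 50, and its 2 other probes were above background only on days 35 and 50. The second probe of XIRP2 rose by 5.79. MFAP4, HSPB6, and SOX3 have 1 probe each. The normalization changes the size of these differences but not their direction: they ranged from 4.50 to 6.44 for PDE1C, from 5.67 to 6.15 for XIRP2, from 4.66 to 5.19 for MFAP4, from 2.93 to 5.22 for HSPB6, and from 3.31 to 5.02 for SOX3 over the alternatives, with the lowest values under normexp, which pulls dim signals together. Time in culture stays open and untested as the biological explanation, as does any other difference between the 3 cultures.

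The largest decreases were those of COL2A1 (-7.78), APOE (-5.96), ATP1B4 (-5.72), SNAR-D (-5.69), and SLN (-5.65). COL2A1 had log2 signals of 12.07, 7.29, and 4.29 on days 20, 35, and 50, and APOE had 15.30, 12.22, and 9.34. Each of the 5 has 1 probe. All 5 fell under every alternative, and normexp gave the smallest falls for COL2A1 (-5.92), ATP1B4 (-2.99), and SLN (-3.01). For COL2A1, APOE, and ATP1B4, no explanation other than the processing was tested; time in culture and a changing mixture of cells remain open.

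SNAR-D belongs to a family of near-identical small RNA genes, so signal shared between copies is a candidate explanation for part of its fall. Of 12 other SNAR probes, 5 also fell by more than 3, from -3.89 to -5.53 (SNAR-A3, SNAR-B2, SNAR-F, SNAR-G2, and SNAR-H, chosen after their values were seen). Without gaps, these share between 41 and 55 of the 60 bases of the SNAR-D probe, whereas the other 7 share at most 33; of these, the SNAR-G1 probe with 33 fell by 2.12. The longest exact stretch in common, the measure tried before this one, was between 10 and 31 bases. The measure of 55 bases, its limit, and the limit of 3 were set with the matches in view. The fall may therefore not belong to SNAR-D alone, and which copy fell stays open.

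SLN, which encodes a Ca pump regulator of atrial CMs, fell together with some of the other genes used as atrial markers. The median difference between days 20 and 50 was -0.98 over the 7 atrial genes measured on both days (-0.53 with the 2 that have only a bound) and 2.04 over 5 ventricular genes. Of the 9 atrial genes, 5 were lower, with KCNA5 lower by a log2 difference of -4.52 and NPPA of -1.35, and 4 were higher: NR2F2 by 2.26, MYL4 by 0.11, KCNJ3 at least 1.41-fold, and NR2F1 at least 1.34-fold. IRX4, HEY2, and MYL2 rose by 2.06, 2.04, and 2.34, whereas MYL3 (0.062) and IRX3 (0.21) stayed within the spread between probes. Most of the rise lay before day 35: MYL2 rose by 2.15 and then by 0.19, HEY2 rose by 3.73 and then fell by 1.69, and IRX4 rose by 2.49 and then fell by 0.44. Between days 35 and 50 the ventricular median was near 0 (-0.097, and 0.064 with the spike-in controls). The ventricular minus atrial difference was 3.02 and fell to 1.89 under normexp, so its size depends on the normalization. The scalings that shift an array by 1 number all gave 2.75, since such a shift cancels in it. MYL2 and SLN prompted both lists, so the medians are not independent of them. A shift toward ventricular expression before day 35 may explain the pattern, and a change in which CMs survived was not tested.

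The immediate early genes, which respond within minutes to stimulation, moved between day 35 and day 50 with a median of 1.70 over 14 genes, 13 of them higher. Among them, FOSB had log2 signals of 5.06, 3.52, and 9.66 on days 20, 35, and 50, EGR4 had 6.05, 4.23, and 10.85, and ATF3 had 11.31, 9.88, and 14.71, although 1 of its 4 probes did not move (-0.06). FOS fell by 0.39. From day 20 to day 35 the same list had a median of -0.99, which shrank to -0.36 under normexp. Relative to the median of all genes, the list's median was still 1.53 under normexp, the lowest of the normalizations that can change it; a shift of a whole array by 1 number cancels in this difference and was not tested by it. A difference in handling of the day 50 culture at harvest may explain it as well as time in culture; neither was tested, and 1 array per day holds no repeat of the day 50 harvest.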

How the results depend on the processing

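The 10 alternatives were chosen before the data were examined, and the tests of immediate early, atrial, and ventricular genes only after their results were seen. Leaving out saturated spots removed nothing, since none was saturated, so it says nothing about stability. Detection on all 3 arrays and no filter do not change the value of a gene detected on every array, nor does the mean of probes that of a gene with 1 probe. No paired analysis was possible because each day has 1 array.

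Of the 20 markers of Fig. 5D, the number higher on day 50 than on day 20 was 18 or 19 under every alternative. ACTN2 changed sign after scaling to the 75th percentile, and JPH2 with the mean of probes (-0.27), which includes its dimmer probe. The number higher on day 35 than on day 20 was 12 or 13. From day 35 to day 50 it ranged from 13 to 18, with 18 under the 75th percentile, the median, and the spike-in controls, against 14. The median difference between days 20 and 50 was 0.86 with the 75th percentile, 0.84 with the mean of probes, and 0.76 with no filter, against 0.96; the last includes KCNJ2. MYL2 relative to MYL7 ranged from 2.66 to 2.91.

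The number of genes that changed at least 2-fold depended most on the treatment of dim probes. On day 50 against day 20, 1740 genes were higher and 1555 lower. Under normexp these were 823 and 614, and with no filter 4784 and 4413. On day 35 against day 20, 1256 and 1212 became 513 and 506 under normexp and 3313 and 3349 with no filter. On day 50 against day 35, 729 and 417 became 234 and 44 under normexp and 3390 and 2732 with no filter. The number lower in this interval was also reduced, to 262, 260, and 217, with the 75th percentile, the median, and the spike-in controls. The higher genes made up 63.6% of these changes, but 75.8%, 76.0%, 80.8%, and 84.2% with the 75th percentile, the median, the spike-in controls, and normexp. On day 50 against day 20, the share was 52.8%, and 63.1% with the spike-in controls (2167 higher, 1266 lower). The offset of normexp shrinks differences of dim probes, and the absence of a filter adds genes at background; for the other shifts the cause was not tested.

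Among the gene lists, the medians of the smooth muscle, fatty acid oxidation, and glycolysis genes moved by less than the spread under every alternative. The cell cycle median was -0.88 under normexp. The fibroblast and stromal median was -0.21 with the 75th percentile, -0.18 with the median, -0.13 with the spike-in controls, and -0.10 under normexp, but -1.07 with quantile normalization over detected probes and -1.08 with genes detected on all 3 arrays, which keep fewer of its genes. The endothelial median was -0.31, -0.28, -0.23, and -0.084 with the 75th percentile, the median, the spike-in controls, and normexp. The pluripotency median was 0.77 under normexp and 0.043 with no filter. The let-7 repressed median was -0.85 with the mean of probes and with no filter. The cardiomyocyte structure median was -0.093 under normexp, against 0.069. Apart from the limits named, the cause was not tested.

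For 37 single genes, 364 values were computed under the alternatives. Of these, 142 equaled the original value, most of them under alternatives that leave it as it is, and say nothing about stability. Another 192 changed by no more than the spread between probes, 29 moved further, and 1, of JPH2, reversed a difference beyond that spread. Among the 192, 3 changed sign, 1 of ACTN2 and 2 of GJA1. Normexp gave 14 of those that moved, each closer to 0. Dim signals limit these arrays: the lowest log2 value of a detected probe was 2.76, 2.75, and 2.60 on days 20, 35, and 50, and below it only bounds can be given.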

Differences from the paper's values

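None of the values here rests on a test chosen after the result was seen, except the comparison by single probes. The z-scores in Fig. 5D were read by eye against its color scale and set beside z-scores of the normalized log2 values over the 3 days. Of 60 z-scores, 57 lay within 0.2 of the reading, and for 18 of the 20 genes all 3 did.

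For CACNA1C on day 35, the value here was 0.56, and the paper's is about 0.8 in Fig. 5D, read by eye. Of the alternatives set before the data were examined, the mean of probes (0.83) came within the reading error, and the 75th percentile, the median, quantile normalization over detected probes, the spike-in controls, normexp, the deposited values, detection on all 3 arrays, no filter, and leaving out saturated spots did not. Its second brightest probe alone, examined after seeing the values, gave 0.75, and the next in brightness 0.81.

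For CAV2, the values here were -0.92 on day 20 and -0.46 on day 35, and the paper's are about -0.2 and about -1.1 in Fig. 5D, read by eye. None of the 10 alternatives set before the data were examined came within the reading error on either day; the mean of probes was closest, with -0.67 and -0.74. The dimmer probe of CAV2 alone, examined after seeing the values, gave -0.21 and -1.11. On day 50, the value here lay within the reading error.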

Other observations

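The tests on POU5F1, on MYH7, and on the genes of other cells between days 35 and 50 were chosen only after their results were seen; the other tests here were planned.

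The rise of the Fig. 5D markers was set against normalization and a changing mixture of cells. The lowest number of markers higher on day 50 over the normalizations was 18 of 20, but the paper draws these markers from the same arrays and may have chosen them for this change, so the number does not test normalization as an explanation. If more non-CMs on day 50 produced the rise of CAV1 and CAV2, fibroblast, stromal, and smooth muscle genes would rise with them. The smooth muscle median fell by 1.04 between days 20 and 50 (6 genes, percentile 0.03), and the fibroblast and stromal median fell by 0.33 over 10 genes (percentile 7.87) and by 0.53 with bounds. The members did not move together. VIM went from 13.70 to 11.77 and COL1A2 from 10.90 to 6.93, COL1A1 stayed near its level (10.07 and 10.32), and FN1 was at least 4.26-fold lower. Against this, COL3A1 was at least 1.92-fold higher, and MFAP4, a matrix gene outside the list, rose by 5.15, and THY1 by 0.78. MYH11 fell by 4.12 and SYNPO2 rose by 1.64. Of the 6 smooth muscle genes, immature CMs also express 3 (ACTA2, TAGLN, and CNN1), so the fall of these genes may lie in the CMs themselves. The rise of CAV1 lay between days 35 and 50, and in that interval the genes of other cells went partly the other way. All 6 smooth muscle genes were higher (5 under normexp), with a median of 0.38 (percentile 99.7), and the fibroblast and stromal median was 0.099 with 6 of 9 higher (percentile 88.6). THY1 was at least 5.99-fold and POSTN at least 2.83-fold higher. In the same interval, COL1A2, PDGFRA, and FBLN1 fell by 1.40, 0.45, and 0.34, and FN1 was at least 1.60-fold lower. The endothelial median was -0.27. The genes of other cells were thus mixed in this interval. More non-CMs on day 50 than on day 35 may still explain part of the rise of CAV1 and CAV2. This stays open, as does time in culture itself.

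The cell cycle genes fell by a median of 1.21 between days 20 and 50, with 19 of 20 lower and MCM2 higher by 0.89. None of the 10000 random lists had a median as low (percentile 0). The median difference was already -1.23 between days 20 and 35 and was -0.078 between days 35 and 50. Normexp, which gave the smallest fall between days 20 and 50, kept its direction. This is consistent with cells leaving the cell cycle. It may equally come from the loss of another dividing cell type, which the test does not separate.

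The paper reports a rise of let-7c-5p in the supernatant, and genes that let-7 represses fell by a median of 0.69 over 10 genes (percentile 0.07) and by 0.78 with 2 bounds. LIN28B fell by 3.28, TRIM71 was at least 9.95-fold lower, LIN28A was at least 1.75-fold lower, and CCND2 rose by 1.09. The LIN28A bound, -0.80 on the log2 scale, ranged from -1.89 to -0.16 over 8 alternatives, the latter within the spread between probes. The probes of HMGA2 disagree in size: the brightest fell by 0.18 and another by 2.25. MIR99AHG, the host transcript of let-7c, rose by 0.83 with its brightest probe, while 1 of its 7 probes fell by 0.51. The paper also reports, by RT-qPCR, a rise of let-7c-5p within the cells over differentiation and maturation. Such a rise of let-7 in the cells may explain this pattern. The list also holds genes of early development that may fall for other reasons, and mature let-7 was not measured on these arrays. MIRLET7BHG was at least 1.43-fold higher. Over the 8 miRNA host genes measured on both days the median was 0.09, and MIR1-1HG fell by 1.61.

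A shift from glycolysis to fatty acid oxidation was tested as a hypothesis. It requires a rise of the oxidation genes, which was not seen. The fatty acid oxidation genes fell by a median of 0.31 (percentile 0.99), with 14 of 20 lower, CPT1A among them (-1.32). CD36 and FABP3 rose, by 4.26 and 0.74. The glycolysis genes fell by a median of 0.35 (percentile 0.53). Their median was -0.48 between days 20 and 35, and 0.14 between days 35 and 50, with 12 of 17 higher. The oxidation medians for these intervals were -0.14 and 0.014. Before day 20, the paper's protocol selected CMs in medium with lactate and without glucose, and its effect on the day 20 levels was not tested. Both medians were lower on day 50 than on day 20, so the arrays do not show one pathway gaining at RNA level while the other declines. The uptake gene CD36 may have changed apart from the rest.

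POU5F1 (OCT4), which the paper measured by RT-qPCR in hiPSC-CMs, rose between days 20 and 50 with log2 signals of 6.92, 9.00, and 9.16. NANOG was not well above background on day 20 and was at least 3.53-fold higher on day 50. The size of this bound depends on the processing. On the log2 scale it was 1.82, and it ranged from 0.33 to 2.18 over 8 alternatives. SOX2 was not well above background on any day. Signal of 1 probe only would leave the other flat, but the dimmer POU5F1 probe rose by 1.53; the 2 probes differ in timing, since it gained 0.49 by day 35 and the brighter 2.08. Residual undifferentiated cells would raise the other pluripotency genes too, and NANOG did rise. Of the 7 others, 0 were higher on day 50, 3 were lower (LIN28A, ZFP42, at least 6.84-fold, and CRIPTO, -1.42), and 4 were not above background on either day. The rise of NANOG goes with residual undifferentiated cells, whereas the 7 others did not rise, which argues against them. In other cultures, the paper detected no OCT4-positive cells on day 20 where no hiPSCs had been added. Most of these genes were near or under background and each day has 1 array, so residual undifferentiated cells stay open as an explanation. Over the 2 genes of the list measured on both days the median was 0.41, and -0.80 with bounds. Signal from pseudogenes of POU5F1 and NANOG was not tested and remains a candidate explanation.

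The small change of MYH7 between days 20 and 50 (0.19) may be understated by quantile normalization at the top of the range. Its probe ranked 7 on day 20 and 3 on days 35 and 50. Under the scalings that shift an array by 1 number, the difference was at least 0.48, and 0.56 with the spike-in controls. Its dimmer probe gave 0.24 under quantile normalization. MYL7, the brightest probe on day 20, has the same limit: it fell by 0.53, and by 0.21 with the spike-in controls.

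The paper followed the ratio of MYL2 to MYL7 by RT-qPCR (Fig. 5C). On these arrays, the log2 difference of MYL2 minus that of MYL7 was 2.88 between days 20 and 50. GJA1, which encodes Cx43, differed by 0.058, but by -0.048 and -0.021 with the 75th percentile and the median, and TNNT2 fell by 0.38. The cardiomyocyte structure genes had a median of 0.069 (percentile 79.6), with 8 higher and 7 lower, and its sign reversed under normexp. This small value joins 2 opposite steps. The list's median was 0.19 (percentile 95.1) between days 20 and 35. Between days 35 and 50 it was -0.27 (percentile 0.03), with 2 higher and 13 lower. NPPB had log2 signals of 17.13, 13.57, and 15.40 on days 20, 35, and 50. The median was -0.56 over 4 endothelial genes (percentile 7.78) and -0.048 over 8 reference genes, among which B2M rose by 0.90.

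Of 20167 genes detected on all 3 arrays, 9403 moved the same way in both intervals, 4128 up and 5275 down. The day 50 array had 2929 background outliers, against 190 on day 20 and 249 on day 35. Its share of spots above background was like that of the others, but these spots were dimmer before normalization. Their median intensity was 85.1, against 102 on day 20 and 96.1 on day 35. The median log2 signal of its spike-in controls was also lower, 9.72 against 9.98 and 9.90. Every difference from day 50 rests on this array.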
